# Multi-Modal Proteomic Analysis of Retinal Protein Expression Alterations in a Rat Model of Diabetic Retinopathy

**DOI:** 10.1371/journal.pone.0016271

**Published:** 2011-01-13

**Authors:** Heather D. VanGuilder, Georgina V. Bixler, Lydia Kutzler, Robert M. Brucklacher, Sarah K. Bronson, Scot R. Kimball, Willard M. Freeman

## Abstract

**Background:**

As a leading cause of adult blindness, diabetic retinopathy is a prevalent and profound complication of diabetes. We have previously reported duration-dependent changes in retinal vascular permeability, apoptosis, and mRNA expression with diabetes in a rat model system. The aim of this study was to identify retinal proteomic alterations associated with functional dysregulation of the diabetic retina to better understand diabetic retinopathy pathogenesis and that could be used as surrogate endpoints in preclinical drug testing studies.

**Methodology/Principal Findings:**

A multi-modal proteomic approach of antibody (Luminex)-, electrophoresis (DIGE)-, and LC-MS (iTRAQ)-based quantitation methods was used to maximize coverage of the retinal proteome. Transcriptomic profiling through microarray analysis was included to identify additional targets and assess potential regulation of protein expression changes at the mRNA level. The proteomic approaches proved complementary, with limited overlap in proteomic coverage. Alterations in pro-inflammatory, signaling and crystallin family proteins were confirmed by orthogonal methods in multiple independent animal cohorts. In an independent experiment, insulin replacement therapy normalized the expression of some proteins (Dbi, Anxa5) while other proteins (Cp, Cryba3, Lgals3, Stat3) were only partially normalized and Fgf2 and Crybb2 expression remained elevated.

**Conclusions/Significance:**

These results expand the understanding of the changes in retinal protein expression occurring with diabetes and their responsiveness to normalization of blood glucose through insulin therapy. These proteins, especially those not normalized by insulin therapy, may also be useful in preclinical drug development studies.

## Introduction

Approximately 97% of patients with Type 1 diabetes develop some degree of diabetic retinopathy (DR) within 25 years of diagnosis [1]. Even with improvements in therapies for glycemic control, DR remains a leading cause of new cases of adult blindness worldwide [2]–[4]. With both manifest and subclinical DR, visual impairment in hue discrimination and contrast sensitivity, delayed dark adaptation, abnormal visual fields and decreased overall visual acuity are observed [5]–[9]. Clinically, the sequence of events in the pathogenesis of DR and the nature of interplay of vascular dysfunction, dysregulated metabolism, and neuronal damage remain to be determined [10].

Research using rat models of diabetes have contributed to the concept of diabetic retinopathy as a progressive neurovascular complication that includes vascular, inflammatory, and neuronal components [11]–[14]. In previous reports, we have identified retinal transcriptomic changes with diabetes associated with vascular dysfunction, a pro-inflammatory state, and neuronal compromise [12], [14], [15].

Reports detailing the retinal proteome in human subjects with DR or animals models of DR are limited. The difficulty in obtaining human retina samples has led to studies using vitreal protein collected from subjects. These studies have provided novel and important insights including the potential role of carbonic anhydrase in vascular leakage [16], [17]. Other human studies of vitreous have identified additional targets for investigation including Complement proteins [18], acute phase proteins [19], Apolipoprotein A1 [20], and interphotoreceptor retinoid-binding protein [21]. These studies provide valuable new insights but do not directly address proteomic changes occurring in the retina. Availability of human post-mortem retinal samples is limited, but animal model systems offer the potential to examine diabetes-induced alterations in retinal protein expression. There are a relatively limited number of reports examining the retinal proteome with diabetes. Studies using rat [22]–[24] and mouse models [25] have identified a number of novel changes in the diabetic retina but have generally relied on a single proteomic approach and have not confirmed discovery findings with independent techniques in multiple animal experiments.

The present study used a multi-modal proteomic discovery approach (Figure 1). A number of quantitative proteomic techniques are currently in use, but no single method provides comprehensive proteomic coverage and previous reports have suggested that individual methods preferentially detect proteins with certain biophysical characteristics [26]. Therefore, this study used Luminex [27], DIGE [28], and iTRAQ [29] methods. These three approaches use distinct methods of both protein separation (Luminex – antibody affinity; DIGE - electrophoretic separation of intact proteins; iTRAQ – liquid chromatography of peptides) and quantitation (Luminex – antibody binding; DIGE – imaging of fluorescently-labeled intact proteins, iTRAQ – MS/MS quantitation of tagged peptides). These results were combined with transcriptomic data to identify targets for confirmation in independent animals and after insulin therapy. Changes in retinal protein and mRNA expression were examined in the streptozotocin-induced Sprague Dawley rat after three months of diabetes. Previously we have determined that in this model, early pathological features of DR, including retinal apoptosis and vascular permeability, are evident at this, but not earlier, time points [14]. We therefore selected this timepoint as a duration of diabetes with clinically-relevant pathophysiological characteristics.

**Figure 1:**
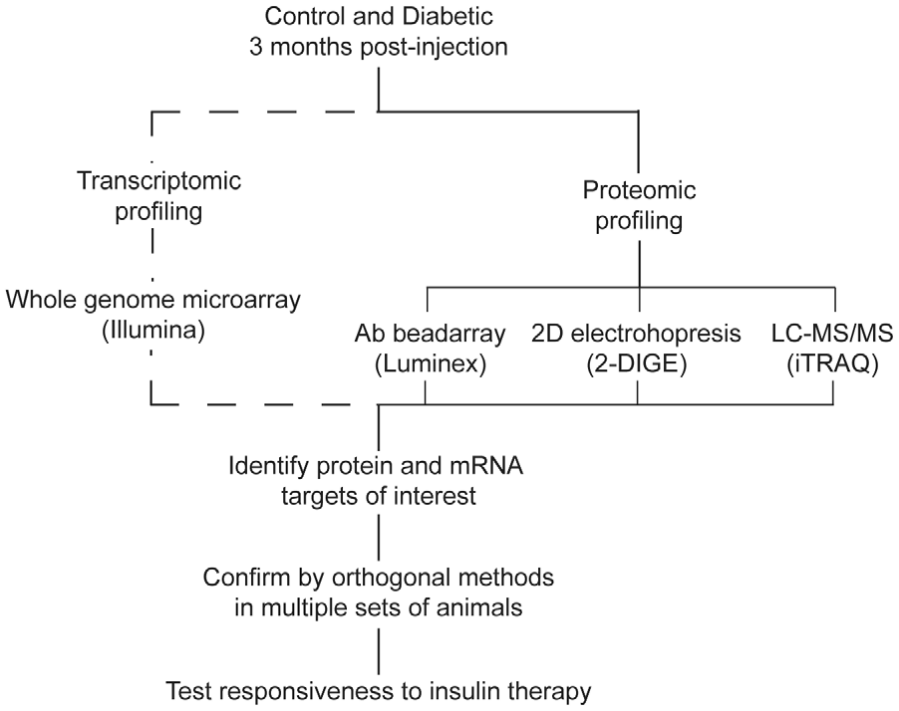
Study design. To provide the widest proteomic coverage possible, three different proteomic discovery approaches (iTRAQ, DIGE, and Luminex) were used. In addition to proteomic discovery analyses, whole-genome transcriptomic analysis was performed. Following data integration, mRNA and protein validation studies were performed in independent animal sets. Lastly, confirmed changes were examined for responsiveness to insulin therapy.

## Results

### Animal Data

Five independent experiments were performed in this study. The rat biometric data are summarized in Table 1. At harvest (3 months after STZ or vehicle injection) diabetic rats were hyperglycemic and underweight in comparison to controls as with previous assessments [12], [14]. Glycosylated hemoglobin levels (% HbA1c) were significantly increased in diabetic animals compared to controls as well (Experiments 3 & 4). In Experiment 5, treatment with subcutaneous slow-release insulin pellets for the second 1.5 months of the 3 month diabetic period significantly reduced blood glucose levels compared to untreated diabetics (p<0.001, SNK post-hoc) to levels not significantly different from controls. Diabetic animals receiving insulin weighed more than untreated diabetic animals but were still significantly lower in weight than controls (p<0.001, SNK post-hoc, in both comparisons). Insulin treatment also reduced HbA1c levels significantly compared to untreated diabetic animals but HbA1c levels remained slightly elevated compared to controls (p<0.001, SNK post-hoc, in both comparisons).

**Table 1:** Animal data for each experiment.

Experiment	Condition	n	Weight (g)	Blood Glucose (mg/dL)	HbA1c (%)	Analyses
1	Control	8	529±12	72±4	Not Assayed	Luminex, DIGE, iTRAQ
	Diabetic	8	261±17*	333±17*	Not Assayed	
2	Control	5	610±57	78±9	Not Assayed	Microarray
	Diabetic	5	311±39*	409±39*	Not Assayed	
3	Control	9	591±18	94±4	3.4±0.1	Immunoblot, qPCR
	Diabetic	9	316±17*	371±17*	7.9±0.5*	
4	Control	10	551±71	127±20	3.4±0.4	Immunoblot
	Diabetic	10	280±57*	487±71*	7.6±1.9*	
5	Control	8	575±53#	132±11	3.5±0.1#	Immunoblot, qPCR
	Diabetic	8	311±40*#	496±41*	9.0±0.8* #	
	Diabetic+Insulin	8	407±44*	117±72*	5.3±1.4*	

Data are presented as mean ± standard deviation.

*p<0.001 vs. Control;

#p<0.001 vs. Diabetic+Insulin.

### Luminex

Of the 59 growth factors, cytokines, and signaling molecules examined in the directed Luminex analysis 46 were observed at detectable levels (Table 2). Four proteins had significant differences in abundance between diabetic and control groups (t-test, two-tailed). Fgf2, haptoglobin, and IL-4 levels were elevated in diabetic animals, while IL-17 levels were significantly decreased in diabetic levels. Due to the small magnitude of differences for IL-4 and IL-17, confirmation analysis was focused on Fgf2 and haptoglobin. The full Luminex data set is available in Table S1.

**Table 2:** Luminex Results.

Protein	Diabetic/Control	p value	Protein	Diabetic/Control	p value
**Apo A1**	1.2		**IL-6**	0.9	
**CRP**	1.2		**IL-7**	1.0	
**EGF**	0.9		**IP-10**	1.1	
**Endothelin-1**	1.1		**LIF**	0.9	
**Eotaxin**	1.5		**Lymphotactin**	1.2	
**Factor VII**	1.1		**MCP-3**	1.1	
**FGF-9**	1.1		**M-CSF**	1.1	
**FGF-2**	2.0	***	**MIP-1alpha**	1.4	
**Fibrinogen**	1.0		**MIP-1beta**	1.0	
**GCP-2**	0.9		**MIP-1gamma**	1.0	
**GM-CSF**	1.0		**MIP-2**	0.9	
**Haptoglobin**	1.5	**	**MIP-3beta**	1.0	
**IFN-gamma**	1.3		**Myoglobin**	1.1	
**IgA**	1.1		**OSM**	1.0	
**IL-10**	1.1		**RANTES**	1.1	
**IL-12p70**	1.0		**SAP**	1.1	
**IL-17**	0.8	*	**SCF**	1.0	
**IL-18**	1.0		**SGOT**	1.1	
**IL-1alpha**	1.1		**TIMP-1**	1.0	
**IL-1beta**	1.0		**Tissue Factor**	1.1	
**IL-2**	1.0		**TNF-alpha**	0.9	
**IL-3**	1.1		**TPO**	0.9	
**IL-4**	1.2	*	**VEGF**	1.0	

46 of the 59 proteins in the assay were detected within the range of the standards. Four proteins demonstrated significant differences between control and diabetic groups.

*p<0.05,

**p<0.01,

***p<0.001, two-tailed t-test, n = 8/group.

### DIGE

Labeled retinal proteins from control and diabetic rats were separated by isoelectric point and molecular weight, producing consistent spot patterns on analytical and preparative gels (Figure 2). 1231 protein spots were matched across >6 analytical gels, yielding n = 6–8/group for differential expression analyses. After subtracting local background and normalizing to Cy-2 signals for inter-gel comparisons, 48 protein spots were determined to be significantly different between control and diabetic rats (≥1.1-fold change, two-tailed t-test, p<0.05). Differential protein expression represented both inductions and reductions with diabetes, ranging from approximately −200% to 500% of control levels.

**Figure 2:**
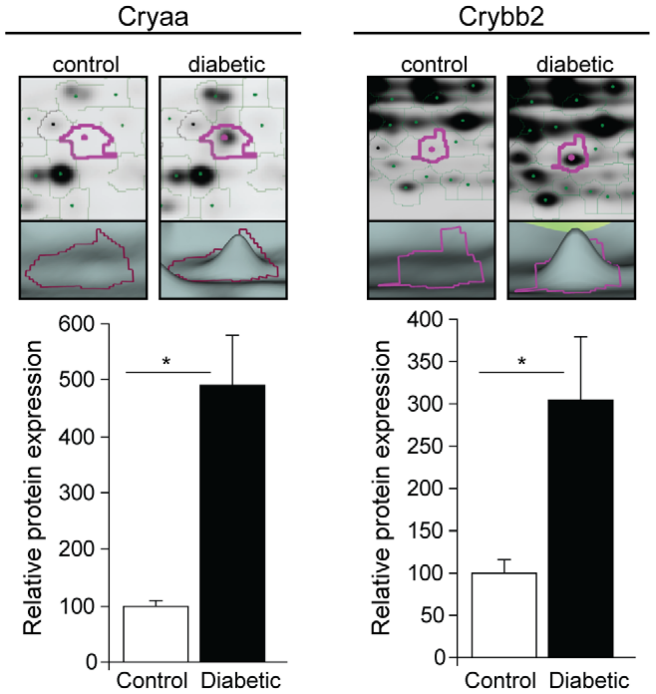
Examples of differentially expressed proteins identified by DIGE. Retinal protein isolated from three-month diabetic and age-matched control rats was separated and quantitated by DIGE analysis with identification by MS/MS. Two examples of confidently identified, differentially regulated protein spots are shown. The upper panels depict spot location and signal intensity, while the lower panels depict three-dimensional representations of the densitometric spot volumes used for quantitation. Both Cryaa and Crybb2 crystallin isoforms were significantly increased in expression (by 491% and 305%, respectively) in diabetic rats compared to controls. * p<0.05, two-tailed t-test, n = 8/group.

368 protein spots, including all spots matched to those with significant differential expression and a selection of other spots, were picked for MS-MS/MS protein identification. 288 proteins spots were confidently identified, including 32 of the 48 protein spots with significant differential expression and a fold change ≥1.1 or ≤0.9 (Table 3). Sixteen significantly up-regulated and 16 down-regulated proteins were confidently identified and included several crystallin isoforms, signaling molecules and metabolic enzymes. Aldolase, Cryaa, Crybb2, and Hspa1b were chosen for confirmation analysis. The observation of altered retinal crystallin expression with diabetes confirms our previous findings [23] in this model and we therefore expanded our confirmation analysis to include crystallin isoforms Cryab and Cryba2. The full DIGE data set is available in Table S2.

**Table 3:** Significant protein differences identified by DIGE analysis.

Protein AC#	Protein Name	Symbol	Diabetic/Control	p-value
19526477	Crystallin; alpha A	Cryaa	4.91	*
19526477	Crystallin; alpha A	Cryaa	4.35	*
3891675	Crystallin, beta B2	Crybb2	3.05	*
66730521	Glutathione S-transferase 8	Gsta2	1.47	**
13928850	3-phosphoglycerate dehydrogenase	Phgdg	1.30	**
16758348	Peroxiredoxin 6	Prdx6	1.29	*
1373230	Adenosine kinase	Adk	1.26	**
56090564	Galactose mutarotase	Galm	1.26	*
52345435	Adenosine kinase	Adk	1.19	*
81884653	Aminoacylase-1A	Acy1	1.16	*
47059179	Heat shock 70 kD protein 1B	Hspa1b	1.16	*
347019	DnaK-type molecular chaperone hsp72	Hsp72	1.14	**
40254595	Dihydropyrimidinase-like 2	Dpysl2	1.13	*
51092266	Hypoxanthine guanine phosphoribosyl transferase	Hprt1	1.12	*
13242237	Heat shock protein 8	Hspa8	1.10	*
58865398	Leucine aminopeptidase 3	Lap3	1.10	*
13096481	S- Adenosylhomocysteine Hydrolase	Ahcy	0.90	*
40254595	Dihydropyrimidinase-like 2	Dpysl2	0.89	*
25742763	Heat shock 70 kD protein 5	Hspa5	0.89	*
8393706	Lactate dehydrogenase A	Ldha	0.88	*
16757994	Pyruvate kinase	Pkm2	0.88	*
114326546	Phosphoglycerate mutase 1	Pgam1	0.88	*
8393706	Lactate dehydrogenase A	Ldha	0.86	*
202837	Aldolase A	Aldoa	0.85	**
203078	Nucleolar protein B23.2	Npm1	0.85	*
114326546	Phosphoglycerate mutase 1	Pgam1	0.85	*
6680045	Guanine nucleotide-binding protein; beta-1 subunit	Gnao1	0.84	*
19924089	Nucleoside diphosphate kinase A	Nme1	0.83	***
8393706	Lactate dehydrogenase A	Ldha	0.83	*
56090293	Pyruvate dehydrogenase beta	Pdhb	0.83	*
19526477	Crystallin; alpha A	Cryaa	0.78	*
204444	Guanine nucleotide-binding protein alpha subunit	Gnb1	0.74	*

Thirty-two protein spots with significant differences (t-test, *p<0.05, **p<0.01, ***p<0.001) between diabetic and control groups were identified with high confidence in the mass spectrometry analysis.

### iTRAQ

In the quantitative LC-MS/MS analysis with isobaric tags, 455 proteins were confidently detected with at least two peptides identified with greater than the 95% confidence required for accurate quantitation. A total of 27 proteins were significantly regulated (t-test, two tailed) with a fold change filter of ≥1.1 or ≤0.9. Differential expression was distributed equally between down- (14 proteins) and up- (13 proteins) regulated species (Table 4). Proteins exhibiting expression differences included signaling, cytoskeletal, and neuronal proteins. An example of iTRAQ data is provided in Figure 3 with a representative MS/MS spectrum and quantitation data for a confidently identified peptide component of Anxa5. Anxa5, Hspa1b, Marcks, Dbi, Gnat1, and Rcn were chosen for confirmational analysis. The finding of reduced VAMP2 protein expression after three months of hyperglycemia agrees with our previous observations in this model [13]. The full iTRAQ data set is available in Table S3.

**Figure 3:**
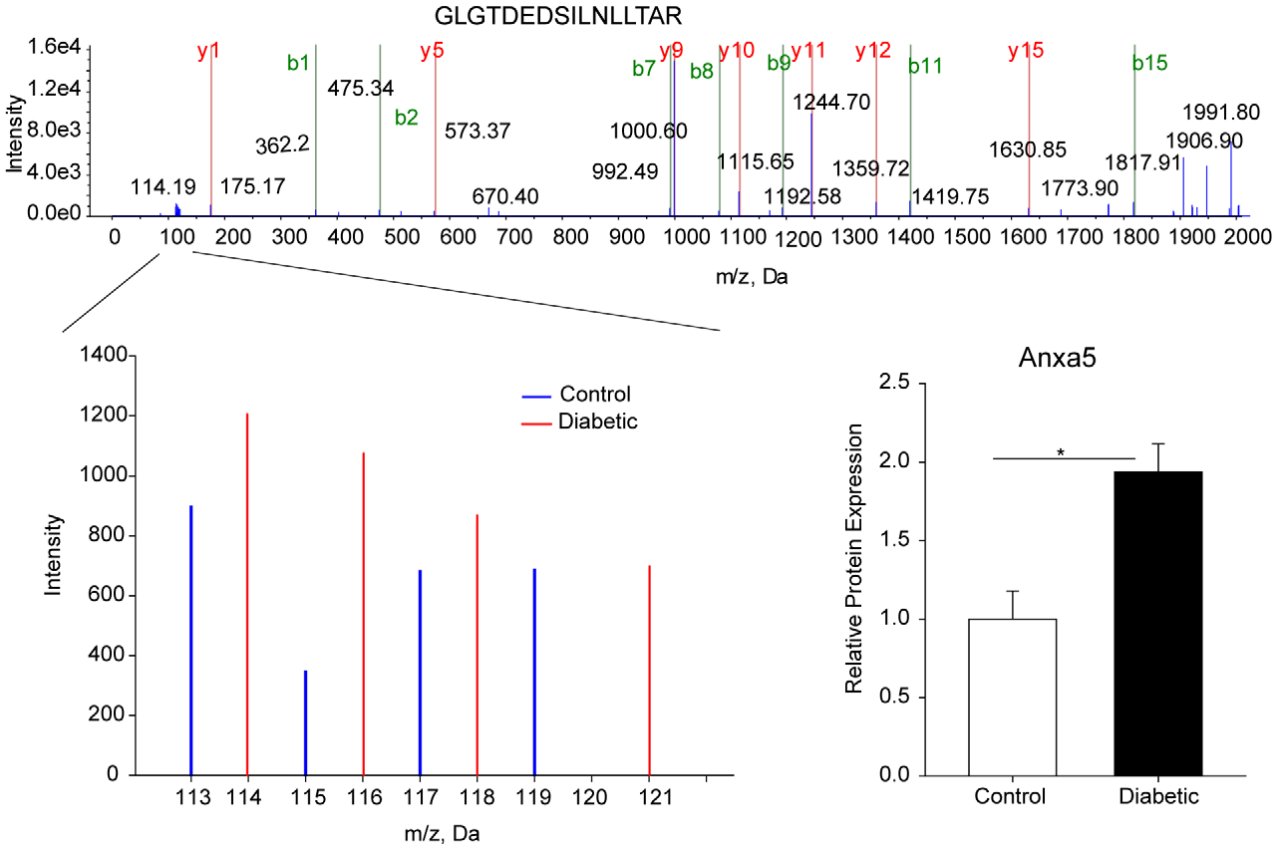
Examples of a differentially-expressed protein identified by iTRAQ. Retinal protein isolated from four diabetic and four age-matched control rats was labeled with isobaric tags prior to separation, identification, and quantitation by 8-plex iTRAQ using LC/MS/MS. An example MS/MS spectrum and the corresponding quantitation data (magnification of iTRAQ signal region) for a confidently identified (>95%) peptide component of Anxa5 are depicted. The signal intensities of all confidently identified peptides unique to Anxa5 were compiled to quantify Anxa5 expression. Anxa5 was significantly increased by approximately two-fold in three-month diabetic rats compared to controls. * p<0.05, two-tailed t-test, n = 4/group.

**Table 4:** Significant protein differences identified by iTRAQ analysis.

Protein AC#	Protein Name	Symbol	Diabetic/Control	p-value
55977739	Heat shock 70 kDa protein 1/2	Hspa1b	2.02	*
157830218	Annexin V	Anxa5	1.94	*
78103212	Thymosin beta-4	Tmsb4x	1.56	*
576438	Glutathione transferase A3	Gsta3	1.53	**
266495	Myristoylated alanine-rich C-kinase substrate	Marcks	1.51	*
54261671	Diazepam binding inhibitor	Db1	1.41	*
76779404	Tubulin, beta 2b	Tubb2	1.27	*
81884348	Leucine aminopeptidase	Lap3	1.20	*
81910041	WD repeat-containing protein 1	Wdr1	1.13	*
66793366	Glutamyl-prolyl-tRNA synthetase	Eprs	1.13	*
47115521	COP9 constitutive photomorphogenic homolog subunit 2	Caps2	1.13	*
300798020	CDGSH iron sulfer domain-containing protein 2	Cisd2	1.10	*
109500010	Similar to H2A histone family, member V isoform 1	LOC685909	1.10	*
61098195	RAB3A	Rab3a	0.88	**
94730428	Synaptotagmin-1	Syt1	0.88	**
82546819	Heterogeneous nuclear ribonucleoprotein F	Hnrnpf	0.88	*
55727	Snap91 synaptosomal-associated protein 91	Snap91	0.88	**
157822587	Phosphodiesterase 6B	Pde6b	0.86	*
6978966	Erythrocyte protein band 4.1-like 3	Epb14.3	0.86	*
547890	Microtubule-associated protein 2	Map2	0.80	*
195539900	Tubulin, beta 4	Tubb4	0.73	*
6981614	Vesicle-associated membrane protein 2	Vamp2	0.71	*
83305012	Neurofilament heavy polypeptiden	Nfh	0.68	*
58865424	ATPase, H+ transporting, lysosomal 38 kDa, V0 subunit d1	Atp6v0d1	0.63	*
56054	Dynamin 1	Dnm	0.60	*
158635952	Rod-type transducin alpha subunit	Gnat1	0.52	*
8394171	Reticulocalbin 2	Rcn	0.06	*

Twenty-seven proteins with significant differences (t-test, *p<0.05, **p<0.01) between diabetic and control groups were identified in the LC-MS/MS analysis.

### Transcriptomic

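Retinal RNA was examined 3 months after injection of streptozotocin, which destroys the insulin-producing cells of the pancreas, or of its vehicle. The sample labels give the dose as 65 mg/kg. RatRef-12 BeadChips (Illumina), arrays on which each probe is an oligonucleotide carried by many beads, measured 5 control and 4 diabetic retinas of Experiment 2, with 1 array per rat. The authors had removed 1 diabetic array in quality control. BeadChip 1 held controls 1 to 3, and BeadChip 2 held controls 4 and 5 and diabetic retinas 1 to 4. The authors averaged the beads of each probe in GenomeStudio 1.0.6. They deposited these averages as intensities on a linear scale that were not normalized between arrays, with a detection p for each probe and array. The median intensity of an array was 70.0 to 84.4 in the control group (median 81.1) and 76.9 to 87.9 in the diabetic group (median 80.3). Between 10843 and 11524 probes had a detection p under 0.05 on a control array (median 11036), and between 11207 and 11609 on a diabetic array (median 11359.5).

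Background was corrected with the normexp model of limma 3.58.1, with the negative control intensities inferred from the detection p and an offset of 16. Arrays were quantile normalized and intensities taken to log2. A probe was tested where its detection p was under 0.05 on all arrays of at least 1 group. Each fold is the diabetic minus the control mean on the log2 scale. Groups were compared by the two-sided moderated test of limma, with Benjamini-Hochberg adjustment over the tested probes. Of 22226 probes, 13192 carry 1 gene symbol in the annotation of the array, 0 carry several and 9034 carry none. Where a gene had several detected probes (44 genes), the brightest was used, and of these genes 6 had a probe past the adjusted threshold, 0 of them in both directions. BeadChip 1 held control retinas alone, so the difference with the BeadChip as a block equals that within BeadChip 2. The number of arrays limits the precision of every value. Folds of faint probes also depend on the background correction. Those of the probes past the adjusted threshold and detected in no control retina were all smaller with it than without it.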

To complement the proteomic analyses, transcriptomic analysis was performed. 

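Gnb1, a G protein subunit used by rods, was detected in 9 of 9 retinas and had a log2 normalized intensity of 14.18 ± 0.06 (SD, n = 5) in control and 14.16 ± 0.08 (SD, n = 4) in diabetic retinas. Tnf, an inflammatory cytokine, was detected in 0 of 9 retinas. Il1b, another cytokine, was detected in 2 of 5 control and 3 of 4 diabetic retinas. Serpina3n, a protease inhibitor made by reactive glia, was detected in 2 of 5 control and 4 of 4 diabetic retinas.

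Of the 22226 probes, 10261 (46.2%) were detected in all retinas of at least 1 group, and 9496 of them in every retina. A further 563 were detected in every diabetic but not every control retina, and 202 the other way round. The counts are not alike, as a probe had to be detected on 4 diabetic but 5 control arrays. Detection also differed by BeadChip, with 10843 to 11089 probes on an array of BeadChip 1 and 11036 to 11609 on BeadChip 2. There were 19 probes detected in every diabetic and no control retina, of which 7 passed the adjusted p. Of these, Tmem184a was at least 1.20-fold higher (adjusted p = 0.00370, limma, higher in 4 of 4 diabetic retinas), and it passed in 21 of 22 alternatives (adjusted p from 5.88e-05 to 0.102, the highest within BeadChip 2). Ccl2, a chemokine that draws monocytes, was at least 1.54-fold higher (adjusted p = 0.0463, limma, 4 of 4 diabetic retinas). Its call held in 5 of 22 alternatives and in 1 of the 9 sets that left out an array (adjusted p from 0.00143 to 0.356). Clic3, a chloride channel protein, was at least 1.59-fold higher (adjusted p = 0.0307, limma, 4 of 4), with 10 of 22 alternatives past the threshold (adjusted p from 0.000157 to 0.312). The 4 probes detected in every control and no diabetic retina are those of Uggt1, Gnal and Or9e1b and 1 probe with no gene symbol, and they did not pass the test (adjusted p from 0.120 for Uggt1 to 0.403 for Or9e1b). Tmem184a, Ccl2, Clic3, Uggt1, Gnal and Or9e1b were chosen after their values were seen.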

In the whole-genome transcript analysis of samples from Experiment 2, 11,874 of 22,517 probes on the microarrays met criteria for detection in at least one of the two groups. Within groups, highly consistent gene expression was observed. Examining pair-wise correlations between individual animals across all detected probes, the r^2^ was >0.989 for all control comparisons and >0.982 for all diabetic comparisons. 

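Control retinas resembled each other more closely than diabetic retinas did. Over the detected probes, r² on the log2 scale was 0.987 to 0.993 between control retinas (mean 0.989 ± 0.00178 SD, 10 pairs). It was 0.975 to 0.985 between diabetic retinas (mean 0.981 ± 0.00439 SD, 6 pairs) and 0.957 to 0.979 between a control and a diabetic retina (mean 0.968, 20 pairs). The lowest control value was that of controls 2 and 4, and the lowest diabetic value that of diabetic retinas 1 and 4. Without diabetic retina 1, the lowest diabetic value was 0.984. Single genes differ in where they vary. The log2 intensity of Lgsn, a lens fibre gene, had an SD of 0.89 among the 5 control and 1.15 among the 4 diabetic retinas. Ttr, which encodes the thyroid hormone carrier made by the pigment epithelium, had an SD of 1.51 among control and 1.17 among diabetic retinas. Pairs of arrays share arrays and are not independent, so these values were not tested.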

A total of 1274 changes (p<0.05, >1.2 fold magnitude change) were observed, with 583 up-regulated and 691 down-regulated probes as illustrated by a heatmap schematic (horizontal brackets) (Figure S1). 

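Among the transcripts with the largest rises in diabetic retinas were those of lens proteins and of Hspb1 and S100a6. Crygd, a gamma crystallin, rose from a log2 normalized intensity of 7.98 ± 0.94 (SD, n = 5) to 13.69 ± 0.50 (SD, n = 4), a log2 fold of 5.71 (standard error 0.47, adjusted p = 0.00178) from limma. The crystallin genes Cryge, Crygb and Crygc and the lens fibre genes Lgsn, Bfsp1 and Lenep rose by 2.79 to 4.68 on the log2 scale (adjusted p from 0.000644 to 0.00658, limma). Hspb1, a small heat shock protein, rose by 3.90 (standard error 0.42, adjusted p = 0.00259), and S100a6, a calcium-binding protein, by 3.08 (standard error 0.29, adjusted p = 0.00213). Pdpn, a membrane glycoprotein of Müller glia, rose by 1.04 (standard error 0.05, adjusted p = 8.45e-05).

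The falls were smaller. Tnip1, an inhibitor of NF-kB signaling, fell by 1.27 (standard error 0.25, adjusted p = 0.0197) on the log2 scale. Drd4, a dopamine receptor of photoreceptors, fell by 0.91 (standard error 0.08, adjusted p = 0.00181), and Hhatl by 0.88 (standard error 0.09, adjusted p = 0.00235). Nrl, a transcription factor that specifies rods, fell by 0.59 (standard error 0.11, adjusted p = 0.0162), and Grk1, the kinase that switches off rhodopsin, by 0.59 (standard error 0.10, adjusted p = 0.0119). For each of these genes the change was seen in 4 of 4 diabetic retinas, and the control and diabetic values do not overlap. The call of Tnip1 ended without control 3 (adjusted p = 0.0511) and without diabetic retina 3 (adjusted p = 0.0534), in a range from 0.00349 to 0.304 over the alternatives.

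Of 10261 probes, 954 changed at an adjusted p under 0.05 from limma, 497 of them higher and 457 lower. Of these, 62 were at least 2-fold higher and 1, that of Tnip1, at least 2-fold lower. At the thresholds of the methods (unadjusted p under 0.05 and 1.2-fold), 1027 probes passed with limma, 569 higher and 458 lower. With the test of the methods in place of limma, 958 passed these thresholds, 539 higher and 419 lower. With the authors' processed values, 1401 passed with limma and 1231 with the test of the methods. The last of these settings was added after seeing the data. The control and diabetic values of 1335 probes (13.0%) do not overlap, where chance gives 1.59%. The share of higher probes was 52.1% at the adjusted p and 55.4% at the thresholds of the methods, but with median scaling in place of quantile normalization it was 87.0% of 77 and 67.1% of 705 probes.

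A block for the BeadChip left 179 probes past the adjusted p (126 higher, 53 lower), 171 of them among the 954, and 964 past the thresholds of the methods. Within BeadChip 2 these counts were 11 (8 higher, 3 lower, 9 of them among the 954) and 854, and of the named genes Pdpn, Bfsp1, Lgals3, Dbi and Hhatl passed the adjusted p there. Leaving out control 1, 3, 4 or 5 gave 625, 537, 473 or 612 probes at the adjusted p, and leaving out diabetic retina 3 gave 499. Of the 12 largest rises 10 passed with the BeadChip as a block, and of the 12 largest falls 3, those of Drd4, Hhatl and Oser1 (adjusted p from 0.000116 for Drd4 to 0.133 for Oser1 over their alternatives). With median scaling, Tnip1, Hhatl, Nrl and Grk1 did not pass (adjusted p up to 0.0790 for Hhatl, 0.230 for Nrl and 0.231 for Grk1, from 0.000272, 0.00591 and 0.00315 over their alternatives).

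**Figure D1:**
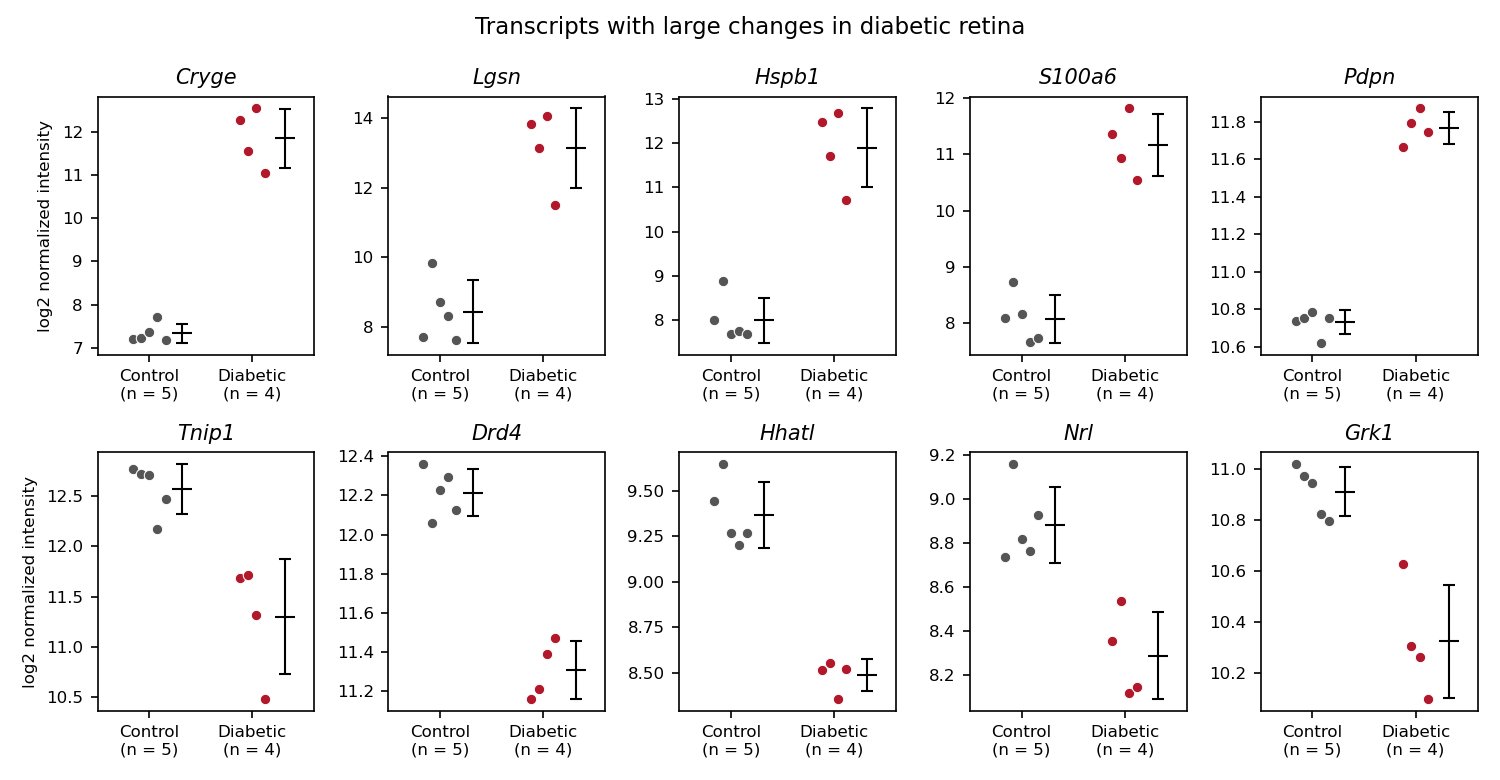
Log2 normalized intensity of 10 genes with large changes in each retina, with bars for the mean and SD of the 5 control and the 4 diabetic retinas. Cryge has means of 7.34 and 11.85 and Tnip1 of 12.57 and 11.30, with no overlap of the groups in any of the 10 genes.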

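Genes of Müller glia stress and of lens fibres rose as groups in the diabetic retinas. Of 15 measured genes of Müller stress, 12 were higher and none lower (14 when adjusted over the list alone), with a median log2 fold of 0.80 (adjusted p = 5.36e-18 from camera, with adjusted p = 0.0311 with an estimated correlation and a range from 1.1e-26 to 0.0311 over the alternatives). Among them, Tnfrsf12a, a receptor induced in injured tissue, rose by 0.33 (standard error 0.03, adjusted p = 0.00178). Of 7 crystallins, 4 rose and none fell (4 when adjusted over the list alone), with a median of 3.30 (adjusted p = 0.000896 from camera, with adjusted p = 0.0633 with an estimated correlation and a range from 1.07e-05 to 0.0633 over the alternatives). Of 11 other lens fibre genes, 7 rose and none fell (10 when adjusted over the list alone), with a median of 1.31 (adjusted p = 2.23e-10 from camera, with adjusted p = 0.0633 with an estimated correlation and a range from 1.52e-13 to 0.0633 over the alternatives). Gja3, the connexin of lens fibres, rose by 1.85 (standard error 0.20, adjusted p = 0.00248). All 7 crystallins and 10 of the 11 lens fibre genes were detected in all 5 control retinas. The genes of resting Müller glia had a median of 0.02, with 3 of 12 higher (3 when adjusted over the list alone, adjusted p = 0.00680 from camera, with adjusted p = 0.0633 with an estimated correlation and a range from 0.00134 to 0.0633 over the alternatives). These 3 are Pdpn, Dbi and Clu, an extracellular chaperone that rose by 0.53 (standard error 0.08, adjusted p = 0.00839).

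Immune groups rose with smaller medians, and folds of faint genes such as some of these depend on the background correction. The mean log2 value on an array was 7.66 to 7.92 for microglial genes and 7.80 to 7.93 for vascular genes. The lowest value of a detected probe was 7.03 to 7.04. Of 14 genes of antigen presentation, 4 were higher and 1 lower (7 and 1 when adjusted over the list alone), with a median of 0.18 (adjusted p = 8.9e-05 from camera, with adjusted p = 0.0633 with an estimated correlation and a range from 6.52e-06 to 0.0633 over the alternatives). B2m, the light chain of class I molecules, rose by 0.59 (standard error 0.09, adjusted p = 0.00823), while Ciita, the activator of class II genes, fell by 0.23 (standard error 0.04, adjusted p = 0.00940). Of 11 interferon-induced genes, 3 were higher (5 when adjusted over the list alone), with a median of 0.28 (adjusted p = 3.39e-06 from camera, with adjusted p = 0.0892 with an estimated correlation and a range from 6.26e-09 to 0.0892 over the alternatives). Gbp2, an interferon-induced GTPase, rose by 0.62 (standard error 0.05, adjusted p = 0.00178). Of 12 genes of microglia, 3 of them also in the complement list, 3 were higher (4 when adjusted over the list alone), with a median of 0.11 (adjusted p = 8.51e-06 from camera, with adjusted p = 0.0633 with an estimated correlation and a range from 2.26e-07 to 0.0633 over the alternatives). Of 19 vascular genes, 3 were higher and 1 lower (4 and 1 when adjusted over the list alone), with a median of 0.04 (adjusted p = 0.00348 from camera, with adjusted p = 0.0633 with an estimated correlation and a range from 0.00106 to 0.0633 over the alternatives). Ramp2, a subunit of the adrenomedullin receptor, rose by 0.67 (standard error 0.07, adjusted p = 0.00235).

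The mean fold of each of these 8 lists lay in the same direction in 4 of 4 diabetic retinas, as did the change of each gene named here. The lists were tested against the other genes by camera of limma, with a preset correlation of 0.01 between genes, and adjusted over 28 lists. Part of the 1271 lines of Table S4 (689 lines with a rise and 68 with a fall, the first in its order) had been read when the lists were written, so the results of the crystallin, lens fibre, Müller stress, antigen presentation and interferon lists are not independent evidence of their direction. In a model with the BeadChip as a block, the genes that rose numbered 9 for Müller stress, 4 for crystallins, 5 for lens fibres, 2 for resting Müller glia, 1 each for antigen presentation, interferon and vascular genes and 0 for microglia, and within BeadChip 2 they numbered 1, 0, 2 and 2 and then 0. B2m, Clu and Ciita did not pass with that block (adjusted p = 0.0820, 0.0832 and 0.0874, in ranges from 0.00225 to 0.177, 0.00267 to 0.177 and 0.00162 to 0.178 over the alternatives), nor did B2m and Ramp2 with median scaling (0.142 for Ramp2, in a range from 0.000132). The interferon count was 1 without control 3, and the microglial count was 1 without control 2 and 0 without control 4 or diabetic retina 3.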

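Genes of rods and of ganglion cells fell together, by small amounts. Of 23 measured rod genes, 6 were lower and none higher (10 lower when adjusted over the list alone), with a median log2 fold of -0.18 (adjusted p = 5.12e-05 from camera, with adjusted p = 0.0825 with an estimated correlation and a range from 1.93e-06 to 0.0825 over the alternatives). Crx, a transcription factor of photoreceptors, fell by 0.49 (standard error 0.07, adjusted p = 0.00542) on the log2 scale, and Reep6, a membrane protein that rods need, by 0.34 (standard error 0.05, adjusted p = 0.00631). Of 12 ganglion cell genes, 6 were lower and none higher (9 lower when adjusted over the list alone), with a median of -0.26 (adjusted p = 6.75e-05 from camera, with adjusted p = 0.0633 with an estimated correlation and a range from 1.78e-06 to 0.0633 over the alternatives). Nefm, a neurofilament subunit, fell by 0.35 (standard error 0.04, adjusted p = 0.00351), and Stmn3, a regulator of microtubules, by 0.31 (standard error 0.05, adjusted p = 0.0123). Of 7 cone genes, 1 was lower (1 when adjusted over the list alone), with a median of -0.17 (adjusted p = 0.301 from camera). That gene is Thrb, the thyroid hormone receptor that specifies cone types, which fell by 0.46 (standard error 0.08, adjusted p = 0.0135). Of 22 synaptic and 22 inner neuron genes, 1 in each list was lower (1 in each when adjusted over the list alone), with medians of -0.05 and -0.04 (adjusted p = 0.107 and 0.196 from camera). Those genes are Slc17a7, a vesicular glutamate transporter (-0.30, adjusted p = 0.0312, limma), and Otx2, a transcription factor of photoreceptors and bipolar cells (-0.34, adjusted p = 0.0290, limma). The call of Slc17a7 ended without control 2, 3, 4 or 5 or diabetic retina 2, 3 or 4 (adjusted p from 0.0506 to 0.0804), and that of Otx2 without control 1, 3, 4 or 5 or diabetic retina 2 or 3 (adjusted p from 0.0518 to 0.0677).

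The mean fold of a list lay below 0 in 4 of 4 diabetic retinas for rods, ganglion cells, synapses and inner neurons and in 3 of 4 for cones, and each gene named here was lower in 4 of 4. Lens transcripts moved with the same retinas, with a median log2 fold of 1.31 for the lens fibre genes. With the BeadChip as a block, 1 gene each fell among rods, cones and ganglion cells (Crx, Thrb and Nefm) and 0 within BeadChip 2, while the medians were -0.20 for rods and -0.28 for ganglion cells. With median scaling, Crx, Reep6, Nefm, Stmn3 and Thrb did not pass (adjusted p from 0.349 to 0.587, with a lowest value over their alternatives of 0.00291). The ganglion cell count was 2 without control 2, 4 or 5 or diabetic retina 1 or 3, and 3 without control 3.

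**Figure D2:**
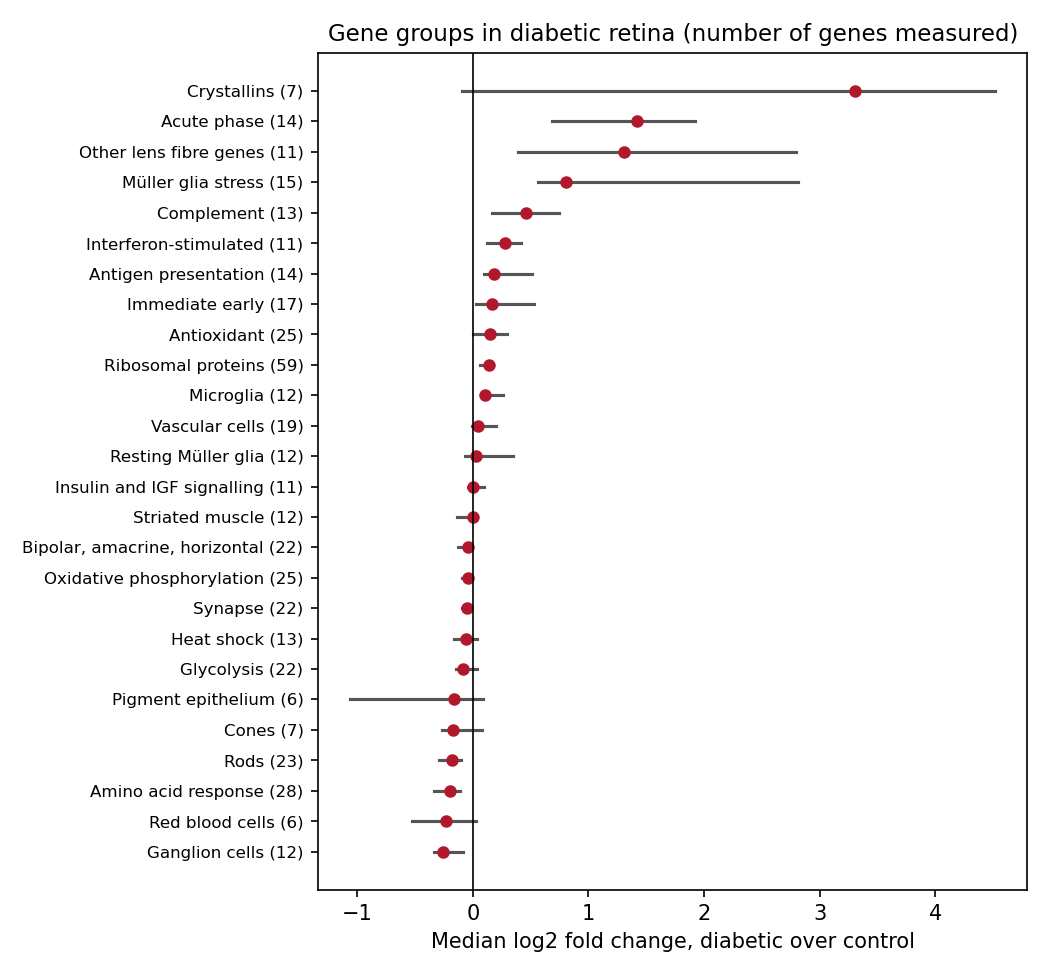
Median log2 fold, diabetic minus control, of each gene list, with bars for the 95% bootstrap interval over its genes, which treats genes as independent. Crystallins lie highest at 3.30, with an interval from -0.09 to 4.52, as the gamma crystallins rose and Cryab, Cryba1 and Cryba2 did not. Müller stress lies at 0.80, rods at -0.18 and ganglion cells at -0.26.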

The full listing of differentially expressed mRNAs is available in Table S4. 

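The transcript profiles parted by group. In complete-linkage clustering of Euclidean distances over the 10261 detected probes, the first split ran between the 5 control and the 4 diabetic retinas, with 0 retinas on the other side. Distances on the log2 scale were 14.6 to 19.7 between control retinas, 20.8 to 27.0 between diabetic retinas and 24.6 to 35.2 between groups. The first split lay at a height of 35.2 and the next at 27.0. Over the 954 probes that differ between the groups, and so were chosen for it, these heights were 25.2 and 9.94. Lenep, a lens protein, shows the separation in a single gene, at a log2 intensity of 9.91 ± 0.48 (SD, n = 5) in control and 12.70 ± 0.68 (SD, n = 4) in diabetic retinas. Another is Hspa2, a heat shock protein, at 7.68 ± 0.04 (SD, n = 5) and 8.25 ± 0.15 (SD, n = 4). With median scaling in place of quantile normalization, 3 retinas fell outside their group.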

As expected, informatic analysis of gene expression pattern similarity clustered all control animals together and all diabetic animals together (vertical brackets). Transcriptomic data were validated by detection of significant changes in 12 of the 14 previously described transcriptomic markers of retinopathy [12], with the only two exceptions showing consistent ratios to previous studies but failing to reach statistical significance. Additionally, a number of acute phase targets identified previously [30] were also identified in this analysis. 

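Acute phase genes are those whose level inflammation changes, and most of those measured rose in the diabetic retinas. Their list was written here, as the paper's text does not name its acute phase targets. Of 14 measured, 11 were higher and none lower at an adjusted p under 0.05 from limma (11 higher and 1 lower when adjusted over the list alone), with a median log2 fold of 1.42. Timp1, an inhibitor of matrix metalloproteinases, rose by 2.10 (standard error 0.19, adjusted p = 0.00189) on the log2 scale. Serping1, the C1 inhibitor, rose by 1.87 (standard error 0.23, adjusted p = 0.00370), and Serpina3n, at background in 3 of 5 control retinas so that its fold is not given, was higher (adjusted p = 0.00940). Mt1, a metallothionein, rose by 1.57 (standard error 0.22, adjusted p = 0.00591). Each of these 4 genes was higher in 4 of 4 diabetic retinas than in any control retina. The members that did not pass are Agt, the precursor of angiotensin, with a log2 fold of -0.61, Fgg, a chain of fibrinogen, with 0.04, and Ttr with -1.01. Of 13 complement genes, 9 were higher and none lower (10 when adjusted over the list alone), with a median of 0.46. C2, a component of the classical pathway, rose by 0.82 (standard error 0.13, adjusted p = 0.00940), and Cr1l, a regulator that protects cells from complement, by 0.36 (standard error 0.04, adjusted p = 0.00370).

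Against the other genes, the acute phase list was higher (adjusted p = 3.07e-10 from camera, with adjusted p = 0.0536 with an estimated correlation and a range from 2.44e-15 to 0.0536 over the alternatives), as was the complement list (adjusted p = 1.05e-08 from camera, with adjusted p = 0.0649 with an estimated correlation and a range from 3.51e-14 to 0.0649 over the alternatives). The mean of both lists was higher in 4 of 4 diabetic retinas. The acute phase list shares 5 measured genes with the Müller stress list, 2 with the complement list and 3 with the targets that the study followed up. Those 3 are Stat3, Cp and Lgals3, which the study chose from these same arrays. Part of Table S4 had also been read when both lists were written, so neither result is fully independent evidence of its direction. After blocking by BeadChip, 4 acute phase and 2 complement genes passed, Timp1, Serping1 and Cr1l among them, and within BeadChip 2 the counts were 1 and 0. Serpina3n, Mt1 and C2 did not pass with the BeadChip as a block (adjusted p = 0.0779, 0.0602 and 0.0874, in ranges up to 0.191, 0.0791 and 0.193 over the alternatives). Without diabetic retina 3, 7 acute phase and 5 complement genes passed, and without control 4, 5 complement genes. Cr1l did not pass with median scaling (adjusted p = 0.244, in a range from 0.00310).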

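Lgals3, which encodes galectin-3, a lectin of reactive glia and macrophages, rose more than Cp and Stat3. Its log2 normalized intensity was 9.83 ± 0.44 (SD, n = 5) in control and 12.65 ± 0.31 (SD, n = 4) in diabetic retinas, a log2 fold of 2.82 (standard error 0.24, adjusted p = 0.00178) from limma. Cp, which encodes ceruloplasmin, a copper protein that oxidizes iron, was at 8.96 ± 0.37 (SD, n = 5) and 10.89 ± 0.44 (SD, n = 4), a log2 fold of 1.92 (standard error 0.24, adjusted p = 0.00412) from limma. Stat3, a transcription factor of cytokine signaling, was at 7.95 ± 0.16 (SD, n = 5) and 8.63 ± 0.36 (SD, n = 4), a log2 fold of 0.68 (standard error 0.16, adjusted p = 0.0344) from limma. All 3 were higher than the control mean in 4 of 4 diabetic retinas. The control and diabetic values of Lgals3 and Cp do not overlap, and those of Stat3 do.

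With the BeadChip as a block, the log2 fold was 3.15 for Lgals3 (adjusted p = 0.0106, limma), 1.64 for Cp (adjusted p = 0.0432) and 0.57 for Stat3 (adjusted p = 0.228). Within BeadChip 2 the adjusted p was 0.0369, 0.124 and 0.367. Over the 22 alternatives it ran from 1.66e-05 to 0.0369 for Lgals3, from 0.000263 to 0.124 for Cp and from 0.00447 to 0.367 for Stat3, which passed in 8 of them. The call of Stat3 held without control 5 (adjusted p = 0.0392) or diabetic retina 1 (adjusted p = 0.00447). It ended without control 1 (0.0741), 2 (0.0710), 3 (0.0732) or 4 (0.0807) and without diabetic retina 2 (0.0653), 3 (0.0926) or 4 (0.0660).

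**Figure D3:**
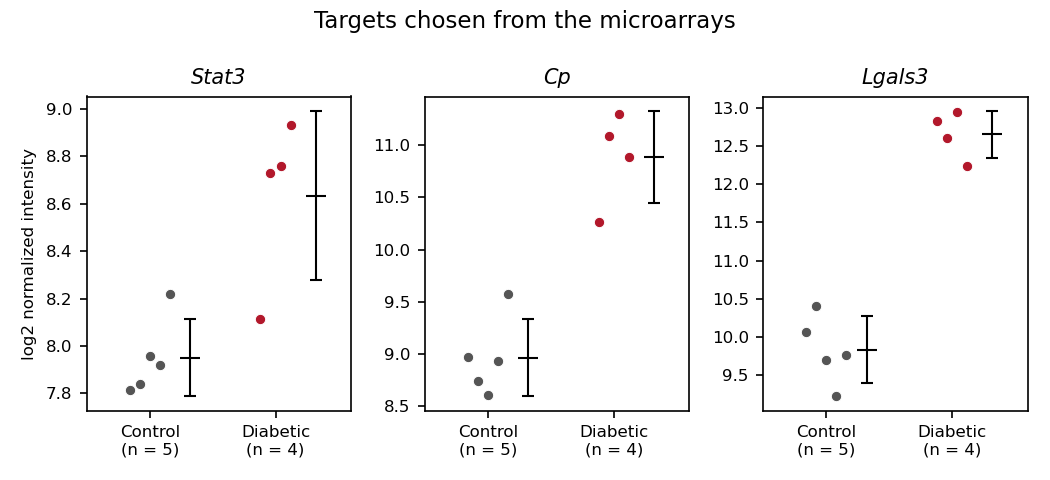
Log2 normalized intensity of Stat3, Cp and Lgals3 in each retina, with bars for the mean and SD of the 5 control and 4 diabetic retinas. Means are 7.95 and 8.63 for Stat3, 8.96 and 10.89 for Cp, and 9.83 and 12.65 for Lgals3.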

To extend these transcriptomic findings, Stat3, Cp, and Lgals3 were chosen for confirmation at the level of protein expression. The full complement of microarray data is available through the Gene Expression Omnibus under accession# GSE24423.

### Informatics

Complementarity of the multi-modal proteomic approach used here was assessed by comparing identities and biophysical properties of unique species detected/identified by technology. Overlap in proteomic coverage was limited (Figure 4A), with no commonality between DIGE and Luminex, and only one species (Got1) detected by both iTRAQ and Luminex. Non-directed approaches demonstrated more overlap, with 110 unique protein products identified by both DIGE (154 proteins total) and iTRAQ (439 proteins total). As expected, the majority (>80%) of species detected/identified by proteomic approaches were also detected at the transcriptomic level by high-density microarray analysis (Figure 4A). 

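Most proteins of the retinal proteome had a detectable transcript. Of 396 proteins of Tables S1 to S3 with a named probe on the array, 342 (86.4%, exact 95% confidence interval 82.6% to 89.6%) had a transcript detected in all retinas of at least 1 group. By method, these were 98 of 107 proteins from DIGE (91.6%), 306 of 328 from iTRAQ (93.3%) and 11 of 39 from the Luminex assays (28.2%, interval 15.0% to 44.9%), which measure growth factors and cytokines. Abundant examples are Hspa8, a chaperone, with a log2 intensity of 13.94 ± 0.04 (SD, n = 5) in control and 13.85 ± 0.07 (SD, n = 4) in diabetic retinas, and Aldoa, an enzyme of glycolysis, with 13.20 ± 0.08 (SD, n = 5) and 13.03 ± 0.22 (SD, n = 4). The cytokine Tnf was not detected. The 3 tables hold 789 lines, 67 of them without a gene symbol, and 494 symbols, of which 396 have a named probe. Over all 494 symbols, with or without a named probe, the 342 are 69.2%. The intervals cover counting error only.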

Commonality between methods at the level of differential expression was much more limited, with little overlap between proteomic methods. Only Hspa1b and Lap3, which were determined to be up-regulated with diabetes by both DIGE and iTRAQ, were observed by multiple methods (Figure 4B). Importantly, this limited overlap was not due to a protein being observed as differentially expressed by one proteomic method and unchanged by another. Rather, the differences in proteins identified as differentially expressed were largely observed by only one method. 

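Among the proteins that differed in Tables 2 to 4, the transcripts of Anxa5 and Dbi rose and those of Nme1 and Pdhb fell. Nme1, a nucleoside diphosphate kinase, fell by 0.34 (standard error 0.05, adjusted p = 0.00741) on the log2 scale, and Pdhb, a subunit of pyruvate dehydrogenase, by 0.17 (standard error 0.04, adjusted p = 0.0439), both lower in 4 of 4 diabetic retinas by limma. Each of the 4 transcripts moved in the direction of its protein. At the thresholds of the methods, 6 transcripts passed, those of Anxa5, Dbi and Nme1, of Gnat1, the transducin of rods (-0.27, lower in 3 of 4), of Map2, a neuronal microtubule protein (-0.29, lower in 4 of 4), and of Tubb2b, a tubulin (0.31, higher in 4 of 4). These 6 also moved in the direction of their proteins. The transcript of Gnao1, a G protein subunit of neurons, had a log2 fold of -0.16 and did not pass (adjusted p = 0.0590, limma).

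Of 54 proteins, 53 have a gene symbol, 42 a named probe and 36 a detected transcript. The 4 are 7.55% of the 53 proteins and 11.1% of the 36, beside 9.80% of all 7197 genes with a detected transcript (Fisher's exact test, two-sided, p = 0.776). The 6 are 11.3% of the 53 and 16.7% of the 36, beside 10.2% of all genes (Fisher's exact test, two-sided, p = 0.261). With the BeadChip as a block or within BeadChip 2, Dbi alone passed the adjusted p, and Anxa5, Dbi and Tubb2b passed the thresholds of the methods. With median scaling, 0 passed the adjusted p from limma and 4 the thresholds of the methods. The call of Pdhb ended without control 1, 3, 4 or 5 (adjusted p = 0.0791, 0.0523, 0.102 and 0.0906) and without diabetic retina 1, 2 or 3 (0.0830, 0.0846 and 0.0990), in a range from 0.0330 to 0.781. That of Nme1 ended with the BeadChip as a block (adjusted p = 0.0526, in a range from 0.00666 to 0.275).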

Comparison of differentially-expressed species identified by proteomic and transcriptomic analyses demonstrated that few (<10%) changes in protein expression were also observed in the mRNA analysis. While this comparative analysis of the different methods is illuminating it should be noted that the same number of samples were not used in each analysis due to differences in the techniques resulting in slightly differing levels of statistical power.

**Figure 4:**
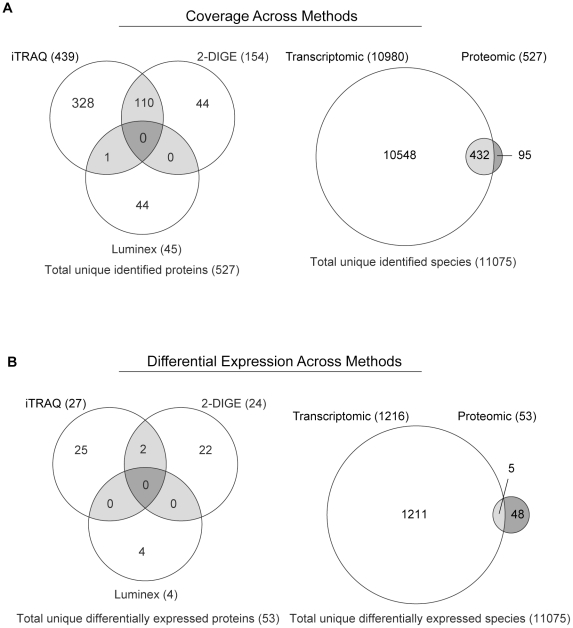
Coverage and differential expression across analysis methods. Bioinformatic comparison of datasets generated by the three proteomic and one transcriptomic approaches used was performed to compare commonalities and differences in coverage and differential expression. (**A**) Comparison of proteomic coverage of unique species identified across methods is illustrated by Venn diagram. iTRAQ, DIGE and Luminex provided complementary coverage with limited overlap between methods. Of the 527 unique proteins identified in this study, 110 were identified by both iTRAQ and DIGE, and only one protein included in the directed Luminex analysis was also identified by an open-profiling method. For the majority of identified proteins, corresponding transcripts were present at detectable level in the transcriptomic analysis. The greater coverage of the transcriptomic data compared to the proteomic coverage is primarily due to the greater sensitivity of the whole-genome microarray approach. (**B**) Comparison of differentially expressed species detected by each method is depicted. As with proteomic coverage, quantitative data proved complementary across methods, with a different subset of differentially expressed proteins detected by each of the three proteomic approaches. In the two cases where a protein was differentially-expressed in both iTRAQ and DIGE quantitation, the direction and magnitude of change were comparable. Numerous differentially-expressed transcripts were identified by microarray analysis, although only a portion of the proteomic changes were detected at the transcript level.

Potential reasons for the differential coverage of the proteome between proteomic methods are inherent differences in the techniques that may select for proteins with certain biophysical properties (though this is less likely with the Luminex approach in which the analytes are selected). The general biophysical properties of proteins identified by each proteomic approach were similarly distributed across molecular weight and GRAVY score ranges (Figure S2). In each method, detection/identification rates were highest in the 10–40 kDa range and for hydrophilic proteins (indicated by negative GRAVY scores), although proteins identified by iTRAQ tended to be more hydrophilic while DIGE provided slightly more coverage of hydrophobic proteins.

### Confirmation of discovery findings in independent experiments

To confirm discovery findings, immunoblot confirmation analysis was performed using two sets of animals, independent from the discovery experiments (Experiments 3 & 4, Table 1) on selected targets generated from each discovery method. To complement the protein confirmations, mRNA target expression was also examined in the Experiment 3 samples. Targeted protein and mRNA quantitation exhibited high confirmation rates of statistically significant differential expression in both validation experiments. Two patterns of expression were evident with one set of proteins regulated at both the transcript and protein levels (Cp, Lgals3, Fgf2, and Stat3) (Figure 5) and another set with altered protein expression but no significant changes in transcript expression (Cryaa, Cryab, Cryba3, Crybb2, Dbi, and Anxa5) (Figure 6). 

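On the arrays of Experiment 2, transcripts of Dbi and Anxa5 rose in diabetic retinas, and those of the crystallins Cryab and Cryba1 did not pass the test. Dbi, which binds acyl-CoA esters and benzodiazepine receptors, had a log2 normalized intensity of 13.58 ± 0.08 (SD, n = 5) in control and 13.99 ± 0.04 (SD, n = 4) in diabetic retinas, a log2 fold of 0.41 (standard error 0.04, adjusted p = 0.00235) from limma. Anxa5, a protein that binds phosphatidylserine, had a log2 fold of 0.50 (standard error 0.08, adjusted p = 0.0103) from limma, with 7.44 ± 0.07 (SD, n = 5) and 7.94 ± 0.18 (SD, n = 4). Both were higher in 4 of 4 diabetic retinas than in any control retina. Cryab, a small heat shock protein, had a log2 fold of -0.05 (standard error 0.03, adjusted p = 0.412) from limma, lower in 3 of 4. Cryba1, the gene that encodes Cryba3, had a log2 fold of -0.09 (standard error 0.08, adjusted p = 0.537) from limma, lower in 3 of 4. In both groups these crystallins were among the bright transcripts, at 14.08 ± 0.03 (SD, n = 5) for Cryab and 14.17 ± 0.10 (SD, n = 5) for Cryba1 in control retinas. These values lie near the top of the range of the arrays, so a rise of either transcript may not show. Cryaa and Crybb2 have no probe under their symbols and are not analysed here. With the BeadChip as a block, the log2 fold was 0.47 for Dbi (adjusted p = 0.0140, range over the alternatives 0.00198 to 0.0849, limma) and 0.53 for Anxa5 (adjusted p = 0.0638, range 0.00139 to 0.171, limma). With median scaling, the adjusted p was 0.0849 for Dbi and 0.167 for Anxa5.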

In all cases the significant differences in protein or mRNA agreed with the discovery findings. 

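Fgf2, a growth factor that protects photoreceptors, had a log2 normalized intensity of 7.40 ± 0.20 (SD, n = 5) in control and 7.72 ± 0.29 (SD, n = 4) in diabetic retinas on the arrays. Its log2 fold was 0.31 (standard error 0.15, higher in 3 of 4 diabetic retinas), which did not pass the test of limma (unadjusted p = 0.0655, adjusted p = 0.232). No alternative took it past the adjusted threshold (adjusted p from 0.0982 to 0.800). Of the 10 targets that the study followed up, 8 have a detected transcript. Stat3, Cp, Lgals3, Dbi and Anxa5 rose (5 when adjusted over the list alone), and Fgf2, Cryab and Cryba1 did not pass. The 8 genes had a median log2 fold of 0.45, higher on average in 4 of 4 diabetic retinas (adjusted p = 2.11e-05 from camera, with adjusted p = 0.0536 with an estimated correlation and a range from 1.28e-07 to 0.0536 over the alternatives). The study chose these targets on the same samples and on their proteins, so the count is not independent evidence of their direction. Of the 5, 3 passed with the BeadChip as a block (Cp, Lgals3 and Dbi), and 2 passed within BeadChip 2 (Lgals3 and Dbi).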

Targets from each of the discovery findings (Luminex - Fgf2; DIGE - Cryaa, Crybb2; iTRAQ - Anxa5, Dbi; microarray - Cp, Lgals3, Fgf2, and Stat3) were confirmed by orthogonal methods suggesting the quantitative validity of the discovery methods and reproducibility of the animal model.

**Figure 5:**
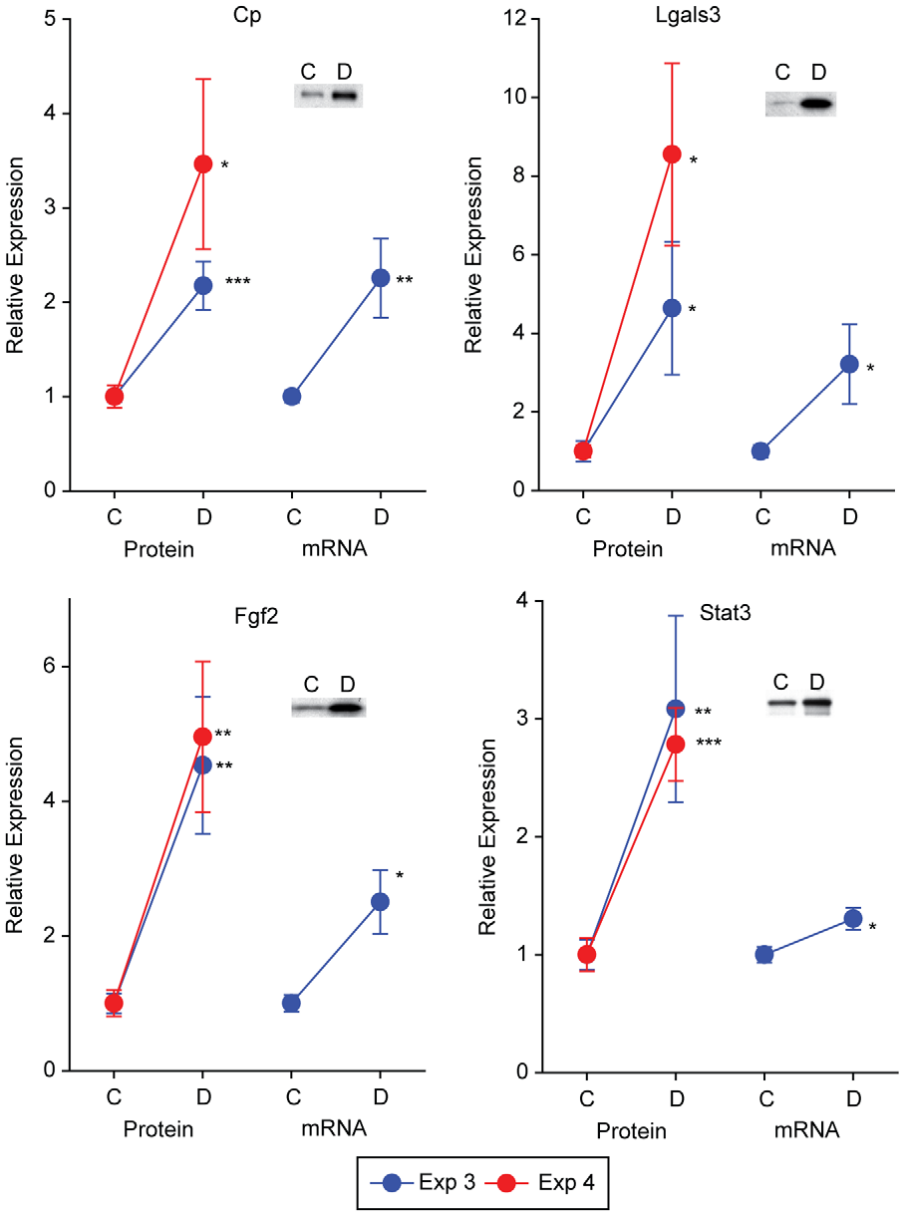
Confirmation of discovery findings in independent animal sets. Targets identified in the proteomic and transcriptomic analyses were confirmed at the level of protein expression by immunoblotting in two independent animal sets (Experiments 3 & 4). mRNA expression was also examined in samples from Experiment 3 by qPCR. Elevated levels of retinal Ceruloplasmin (Cp), Galectin 3 (Lgals3), fibroblast growth factor 2 (Fgf2), and signal transducer and activator of transcription 3 (Stat3) protein were confirmed in both sets of animals. For these proteins the increase in protein expression was mirrored by increased mRNA expression. C = Control, D = Diabetic, * p<0.05, ** p<0.01, *** p<0.001, two-tailed t-test.

**Figure 6:**
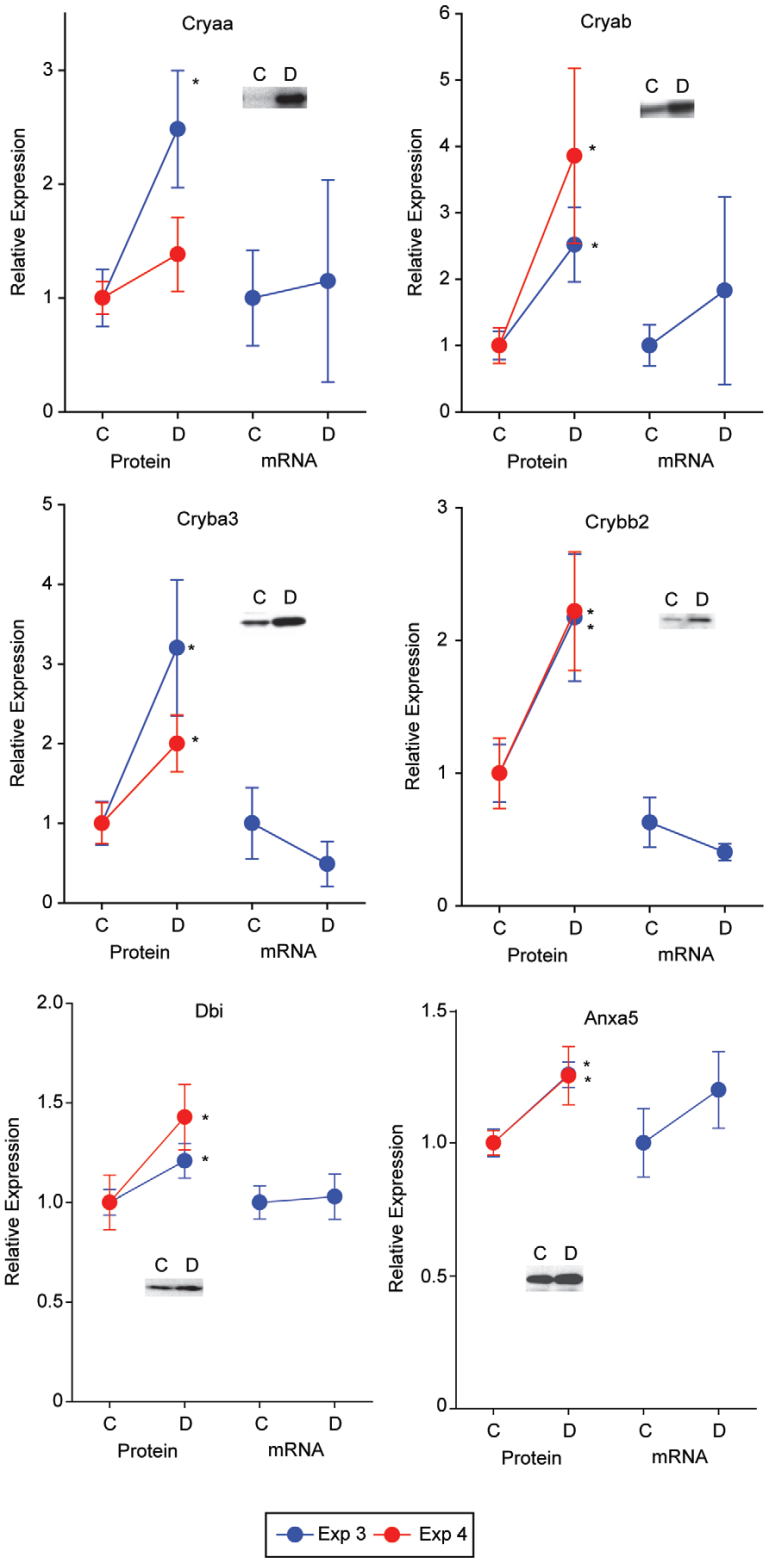
Confirmation of discovery findings in independent animal sets. Targets identified in the proteomic and transcriptomic analyses were confirmed at the level of protein expression by immunoblotting in two independent animal sets (Experiments 3 & 4). mRNA expression was also examined in samples from Experiment 3 by qPCR. Elevated levels of retinal crystallin, alpha B (Cryab); crystallin, beta A3 (Cryba3), crystallin, beta B2 (Crybb2), diazepam-binding inhibitor (Dbi), and annexin 5 (Anxa5) protein were confirmed in two independent animal sets. Crystallin, alpha A (Cryaa) was significantly elevated in one set of animals but did not reach significance in the other. For these six proteins there was no concomitant change in mRNA expression. C = Control, D = Diabetic, * p<0.05, two-tailed t-test.

Confirmation experiments of haptoglobin, Hspa1b, Marcks, Gnat1, and Rcn did not reveal specific protein detection at the appropriate molecular weight with the antibodies tested. Aldolase was specifically detected but protein expression levels were unchanged (data not shown).

### Effect of insulin treatment

To test the effect of restoration of normoglycemia by exogenous insulin on retinal protein and mRNA expression, rats received continuous insulin administration by implantation of subcutaneous pellets for the last 1.5 months of the 3 month diabetic period (Experiment 5). Expression of the 10 proteins confirmed in the previous animal experiments was quantified by immunoblotting. A number of different patterns in protein expression were observed, with some changes not normalized by insulin, others partially normalized and some completely returned to control levels. Fgf2 protein and mRNA expression were not normalized by insulin treatment, with levels remaining significantly elevated compared to controls (Figure 7). Insulin treatment partially normalized the protein expression of Cp, Lgals3, and Stat3 with the insulin-treated group no longer significantly elevated from control but also not significantly lower than the diabetic group (Figure 7). The diabetes-induced increases in Dbi and Anxa5 protein and mRNA expression were completely normalized (Figure 8). Crystallin isoform expression demonstrated a variety of patterns. Crybb2 protein expression was not normalized by insulin treatment, while Cryba3 protein expression was partially normalized. Unexpectedly, despite the confirmation of Cryaa and Cryab in previous experiments, no changes in protein expression with diabetes were observed in this experiment.

**Figure 7:**
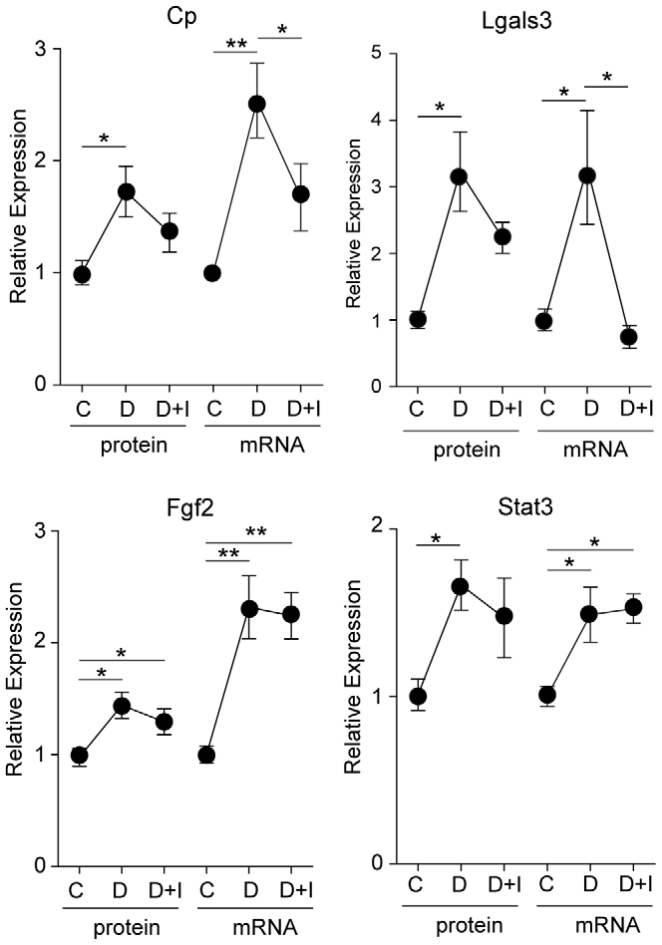
Responsiveness of protein expression to insulin therapy. To examine the effect of insulin treatment on protein and mRNA expression of targets confirmed in the previous experiments, an independent animal experiment was performed with the addition of an insulin-treated diabetic group that received insulin for 1.5 months after 1.5 months of diabetes without insulin therapy. Increased retinal protein and mRNA expression of Cp, Lgals, Fgf2, and Stat3 was observed. Partial normalization of protein expression by insulin treatment was observed for Cp, Lgals3, and Stat3, i.e., expression of those proteins in the insulin-treated group was not significantly different compared to either the control or untreated diabetic group. Fgf2 protein expression remained significantly elevated in the insulin treated group compared to controls. mRNA expression responsiveness was more complex with Lgals3 mRNA levels completely normalized, Cp mRNA levels partially normalized, and Fgf2 and Stat3 levels remaining elevated. C = Control, D = Diabetic, D+I = Diabetic with insulin, * p<0.05, ** p<0.01, one-way ANOVA, Student Newman Keuls post-hoc test.

**Figure 8:**
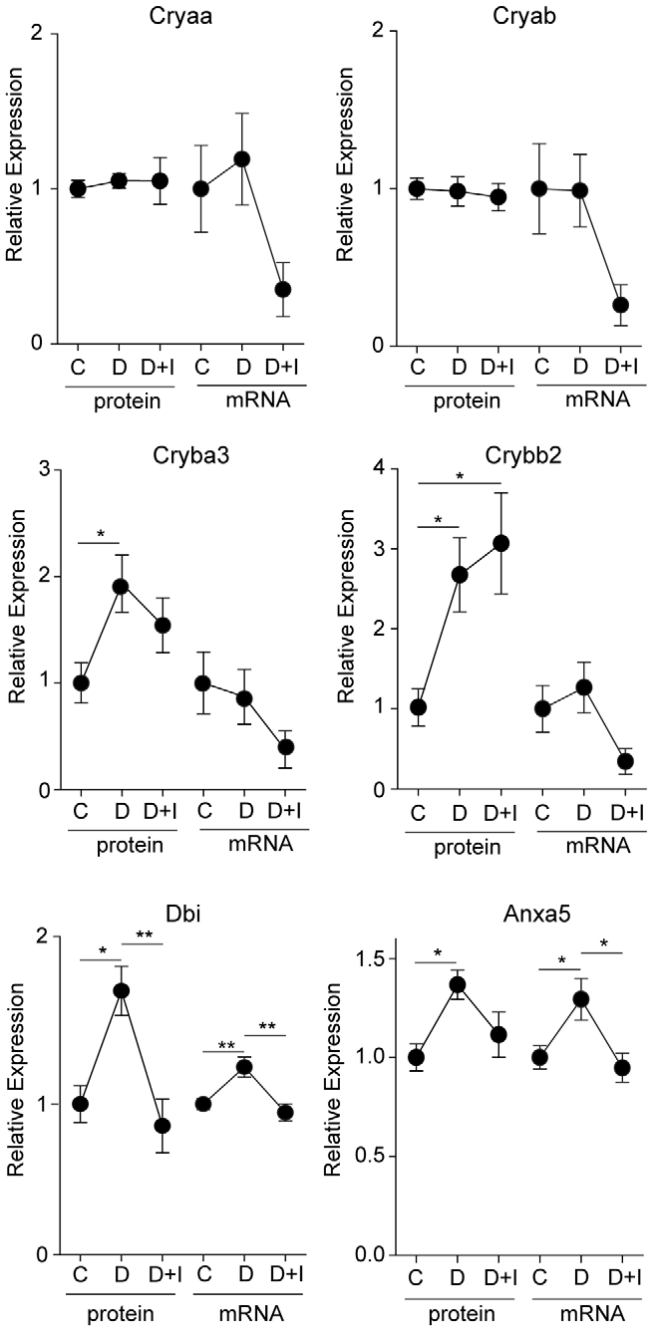
Responsiveness of protein expression to insulin therapy. To examine the effect of insulin treatment on protein and mRNA expression for those targets confirmed in the previous experiments, an independent animal experiment was performed with the addition of an insulin-treated diabetic group that received insulin for 1.5 months after 1.5 months of diabetes without insulin therapy. Increased retinal protein expression of Cryba3, Crybb2, Dbi, and Anxa5 was again observed. Retinal Dbi protein expression was completely normalized by insulin treatment, while Cryba3 protein expression was partially normalized. Crybb2 expression remained elevated following 1.5 months of insulin treatment. The previously observed elevations in Cryaa and Cryab were not recapitulated in this set of animals. C = Control, D = Diabetic, D+I = Diabetic with insulin, * p<0.05, ** p<0.01, one-way ANOVA, Student Newman Keuls post-hoc test.

## Discussion

The results of the combined proteomic, transcriptomic, and confirmation experiments both validate previously reported changes in retinal protein expression with diabetes and identify novel changes. These findings have implications for both our understanding of the pathogenesis of DR and as preclinical drug development biomarkers. Additionally, the combination of discovery approaches used provides comparative insight into commonly used quantitative proteomic techniques.

### Biomarker development

The proteomic profiling and confirmation experiments detailed in this report could be used as the first stages towards developing a panel of protein biomarkers for use in preclinical studies for disease monitoring and evaluation of novel treatment efficacy, similar to previously reported mRNA biomarkers [12]. Further validation is required before these proteins can be used as surrogate endpoints in drug testing programs [12]. Additionally, those proteins not fully normalized by chronic insulin treatment in this study (Fgf2, Cp, Lgals3, Stat3, Cryba3, Crybb2) may be useful in testing novel therapeutics intended to be used in conjunction with insulin therapy to treat those dysregulations caused by diabetes that are not normalized by insulin replenishment.

### Biological functions of confirmed proteins

In agreement with previous reports, diabetes induced retinal expression of multiple crystallin isoforms was observed. Crystallin isoforms Cryaa (α-crystallin A), Crybb2 (β-crystallin B2), Cryab (α-crystallin B) and Cryba3 (β-crystallin A3) were confirmed to be induced after 3 months of diabetes. Interestingly, Cryba3 protein expression was only partially normalized by insulin treatment and Crybb2 protein expression was unaffected.

Crystallin proteins are associated with a variety of functions ranging from lens structure to stress response, but little is known about their potential involvement in diabetic retinopathy. Alpha crystallins, which are similar to small heat shock proteins, have been reported to have neuroprotective effects [31]. Cryab is upregulated in activated astrocytes following ischemic damage [32] and decreases peroxide-induced apoptosis of astrocytes through suppression of caspase-3 signaling [33]. The upregulation of Cryaa and Cryab with diabetes in our work suggests a potential compensatory response in the neural retina that may act to protect neurons and glia from inflammatory insults. Beta crystallins are expressed more highly in the retina than in other non-lens tissues [34], [35], and Cryba3 was recently reported to be restricted to astrocytes in the neural retina [36] Neuroprotection of retinal ganglion cells in a rodent model of ocular hypertension has also been reported to depend on upregulation of Crybb2. Altered expression of crystallin proteins has been previously reported with diabetes, although this is the first study with targeted confirmation analysis of multiple crystallin isoforms. The findings of this work and other literature [23], [37] suggest a protective role of crystallin upregulation in the retina with diabetes. The continued induction of Cryba3 and Crybb2 after restoration of normoglycemia by insulin may be beneficial but also suggests continuing stress to the retina.

Dbi (diazepam binding inhibitor) and Anxa5 (Annexin A5) were identified as targets of interest in our iTRAQ analysis. Dbi is an insulin-regulated transport molecule with numerous functions and protein interactions ranging from regulation of lipid metabolism [38] to binding components of inhibitory neurotransmission machinery [39]. In the retina, Dbi is expressed by pigment epithelium cells and Müller glia [40], and secrete this protein in response to protein kinase C activation [41]. Dbi binds GABA(A) receptors with high affinity [42], [43], and it is thought that suppression of GABAergic signaling is one mechanism through which Dbi modulates retinal neurotransmission, particularly in the inner plexiform layer [40], [41], [44], which further increases following activity-dependent phosphorylation [45], which is a hallmark of diabetes-related retinal pathology [46]. Combined with previous reports of insulin-mediated regulation of Dbi expression [47], [48], the responsiveness of Dbi protein and mRNA to insulin therapy in the present study suggests that this target may be a promising candidate for treatments focused on modulating neurovascular function in the diabetic retina.

Although well-characterized for its utility as a marker of early apoptosis due to its high binding affinity for phosphatidylserine, Anxa5 mediates a variety of cellular functions including adhesion and calcium flux in addition to phosphatidylserine-catalyzed inflammation and apoptosis. This glycoprotein is expressed in vascular cells [49], neurons [50] and in the blood [51] among other locations. In the retina, Anxa5 has been localized to the ganglion cell layer [52], where it may influence neuronal function through binding of the postsynaptic scaffolding plasma membrane protein PSD95 [53].

Our data agree with a previous report of upregulated Fgf2 protein levels after 3 months of diabetes in the Sprague Dawley rat [54]. A novel finding here was that 1.5 months of insulin treatment did not restore Fgf2 protein or mRNA expression to control levels. Previously a sustained induction of Fgf2 mRNA levels in spite of insulin treatment at a one month time point has been reported [55]. Increased retinal Fgf2 protein levels may serve a neuroprotective role [56] and as such, continued induction after insulin therapy may not be deleterious. However, as Fgf2 is induced by a wide range of retinal insults, Fgf2 induction may indicate continued damage to the retina even after restoration of normoglycemia.

Stat3 activation by diabetes and subsequent blood retinal barrier damage can be prevented by simvastatin treatment [57]. The angiotensin converting enzyme inhibitor enalapril has been demonstrated to prevent the diabetes-induced up-regulation of Stat3 protein [58]. Stat3 can exert a large number of effects as a signaling regulator to a number of downstream endpoints. As such, modulation of Stat3 expression likely impacts a variety of pathways and processes in the retina and may prove to be a useful target in drug development efforts for diabetic retinopathy.

Lgals3 (lectin, galactoside-binding, soluble 3; galectin-3) is an abundant protein expressed in the nucleus, cytoplasm, mitochondria, and plasma membrane of multiple cell types including inflammatory macrophages [59], retinal Müller glia [30] and endothelial cells [60]. This protein binds advanced glycation end products (AGEs) with high affinity [61] and, as such, may play an important role in the development of diabetes complications. Lgals3 expression has previously been reported to increase in Muller cells of diabetic rats in association with increased acute phase genes [30]. Lgals3 has also been shown to suppress retinal angiogenesis [62] and promote inner blood-retina barrier dysfunction and breakdown [63]. It is likely that increased Lgals3 expression with diabetes is mediated by increased AGE formation [64], [65] and contributes to inflammatory [66] and vascular components of retinal complications.

Likewise, ceruloplasmin (Cp), an iron binding and metabolizing α2 globulin, was upregulated with diabetes in this work. This protein is a component of the acute phase response, and is induced by inflammation [67], [68] as well as interleukin-1 stimulation [69], although Cp upregulation appears to constitute an anti-inflammatory cytoprotective response [67]. Cp protein is increased in sera from hyperglycemic patients [70] and after optic nerve crush [71]. Cp transcript is also increased in retinal Müller cells of diabetic rats [30] which may secrete this protein and ultimately impact retinal microvasculature. It has been proposed that upregulation of Cp protects against oxidative damage by decreasing ferritin levels and reducing AGE-mediated damage [72]. Given the potential protective roles of these proteins, further study is required before a definitive determination of the benefits of normalizing their expression with insulin can be made.

Previously, in focused studies examining specific proteins changes in expression of para-inflammatory and microvascular-related proteins (e.g., Vegf, Icam1, TNFα, and IL-1β) have been reported in rodent models of DR. Some of these proteins, such as Icam1, were not observed with any of the three proteomic methods used in this study. For other proteins, no changes in expression were observed (e.g., Vegf, TNFα, and IL-1β). Increased Vegf protein expression has been reported in the Sprague Dawley STZ model at after 1 and 6 months of diabetes [73], [74] but not after 3 months [54]. Similarly varying results have been reported for the induction of both Il-1β and TNFα depending on the duration of diabetes [54], [75]–[77]. Clearly, there are important temporal characteristics to the expression of these proteins with diabetes. The DR field would greatly benefit from a thorough characterization of the expression and localization of these proteins across different durations and in multiple rodent models of diabetes, expanding on work previously reported by Kirwin and colleagues [54].

### Comparison of proteomic technologies

The overarching finding from the comparison of the methods used in this study is that the different techniques implemented are complementary rather than redundant. Comparison of the biophysical properties of proteins identified by the different methods demonstrated no preferential discrimination of protein molecular weights between iTRAQ and DIGE. However, the distribution of identified iTRAQ proteins was skewed toward hydrophilic proteins while those identified by the DIGE analysis were more hydrophobic. Proteins detected by the Luminex analysis were evenly distributed across molecular weights and hydropathicity. Since Luminex assays are predesigned to select specific proteins, the technical capabilities of this assay are highly dependent on the specific antibodies used. The inclusion of transcriptomic analysis provided novel targets not observed in any of the proteomic analyses. 

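Many genes whose transcripts changed have no protein value in Tables S1 to S3. Txnip, a glucose-induced inhibitor of thioredoxin, rose by 1.49 (standard error 0.15, adjusted p = 0.00235) on the log2 scale, and Mgst1, a microsomal glutathione transferase, by 1.23 (standard error 0.15, adjusted p = 0.00376). Both were higher in 4 of 4 diabetic retinas than in any control retina, and neither has a protein there. Stat3, Cp, Lgals3, Hspb1 and S100a6, whose transcripts also rose, have no protein in those tables either. Of 705 genes with a changed transcript, 36 have a protein ratio in those tables, Crygb, Crygc, Timp1, Vim and Clu among them, beside 342 of all 7197 genes with a detected transcript. Txnip and Mgst1 passed with the BeadChip as a block (adjusted p = 0.0292 and 0.0341, limma), and within BeadChip 2 they did not (adjusted p = 0.0776 and 0.106), the lowest values over the alternatives being 0.000102 and 0.000311.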

Interestingly, all targets chosen from the transcriptomic analysis were confirmed at both the mRNA and protein levels. In total, the comparison of mRNA and protein expression levels demonstrates that while mRNA changes are not determinative of protein expression changes in many cases they are highly correlated.

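Proteins and transcripts tended to move the same way. Across 342 genes with both, the log2 protein ratio of Experiment 1 and the log2 transcript fold of Experiment 2 had the same sign in 214. Pearson's r was 0.41 (p = 3e-05, adjusted p = 7.5e-05) and Spearman's rho 0.38 (p = 1e-05, adjusted p = 1.67e-05) by permutation tests. The protein ratio of a gene is the mean of its log2 ratios over the entries of Tables S1 to S3, and for a changed protein it can differ from the ratio in Tables 2 to 4. Signs were counted however small the ratio. Timp1 thus counts as the same sign, with a log2 protein ratio of 0.02 beside a transcript fold of 2.10. For the 36 genes with a changed transcript, such as Crygb, Crygc, Timp1 and Grk1, the signs were the same in 31, r was 0.81 (p = 1e-05, adjusted p = 5e-05) and rho 0.70 (p = 1e-05, adjusted p = 1.67e-05). Among the 34 of these that are not crystallins or lens genes, a group added after the values were seen, the signs were the same in 29, r was 0.49 (p = 0.00413, adjusted p = 0.00516) and rho 0.64 (p = 5e-05, adjusted p = 6.25e-05), so the r of 0.81 rests in large part on Crygb and Crygc. For the 36 genes of the changed proteins, the signs were the same in 28, r was 0.28 (p = 0.104, adjusted p = 0.104) and rho 0.62 (p = 0.00016, adjusted p = 0.00016). In this group Rcn2, a calcium-binding protein of the endoplasmic reticulum, has a log2 protein ratio of -3.99 and a transcript fold of 0.05. Without crystallins and lens genes, 337 genes remained, with the same sign in 212, an r of 0.25 (p = 0.00305, adjusted p = 0.00508) and a rho of 0.38 (p = 1e-05, adjusted p = 1.67e-05).

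The tests were two-sided with 100000 permutations over 5 relations, and 1e-05 is the smallest p they can give. The correlations are across genes, which are not independent replicates, and proteins and transcripts come from different rats. From the comparison of mRNA and protein levels, the paper concludes that changes of the first need not determine those of the second, but that in many cases both are highly correlated.

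**Figure D4:**
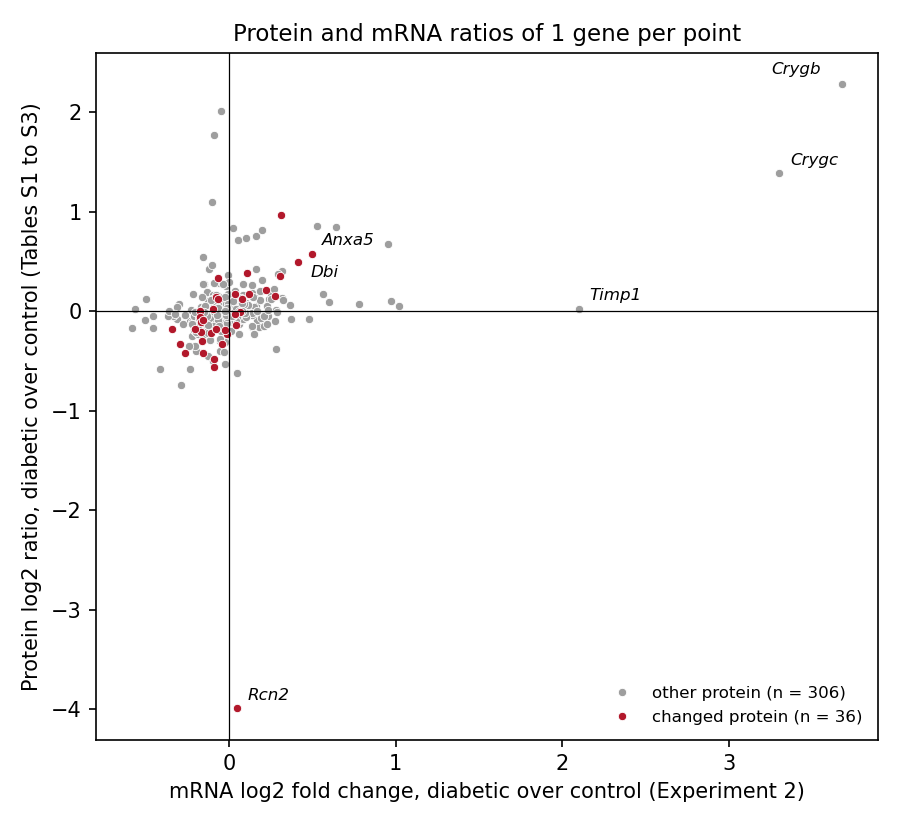
Log2 protein ratio against log2 transcript fold, diabetic over control, for 342 genes, with the 36 genes of the changed proteins in red and the other 306 in gray. Rcn2 lies at a protein ratio of -3.99 and a transcript fold of 0.05.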

This study identified a number of retinal protein expression changes with diabetes. Of particular interest for future studies are those proteins that are not normalized (Fgf2 and Crybb2) or only partially normalized (Cp, Cryba3, Lgals3, Stat3) by insulin treatment, as these persistent changes reflect the limitations of insulin to restore the retina to a nondiabetic state. The lack of complete normalization by insulin treatment offers the potential that these proteins may play a role in the ‘metabolic memory’ [78] observed clinically in retinopathy pathogenesis [79]. Future studies will address when these protein changes first occur as well as the cellular origin of these proteins and the mechanisms underlying their continued dysregulation despite insulin replacement.

## Materials and Methods

### Ethics Statement

All animal experimental procedures were approved by and carried out in accordance with the Penn State College of Medicine Institutional Animal Care and Use Committee (Approval ID Number: 2006–093). Animal surgery and sacrifice was performed under sodium pentobarbital anesthesia, and all efforts were made to minimize suffering.

### Animal Methods

All rats were maintained by the Penn State JDRF Animal Models Core in accordance with the Penn State College of Medicine Institutional Animal Care and Use Committee guidelines under specific pathogen-free conditions and monitored by quarterly sentinel testing. Diabetes was induced in male Sprague-Dawley rats (Charles River Laboratories, Wilmington, MA) (100–125 g at arrival) by intraperitoneal streptozotocin as previously described [14]. Control rats were injected with an equal dose of vehicle. Only STZ-injected rats with blood glucose levels >250 mg/dL throughout the experiment were included in this study (Table 1). No exogenous insulin was delivered in animal experiments 1-4. For animals in experiment 5, the insulin treatment group received one 26 mg subcutaneous pellet (LinShin Canada, Scarborough, Canada) delivered via trocar 6 weeks post-STZ injection. An additional 26 mg implant was introduced when body weight exceeded 300 g or when midday non-fasting blood glucose exceeded 250 mg/dL. Blood glucose monitoring, animal sacrifice, and retina excision were conducted as previously described [12]. Glycosylated hemoglobin was measured from drops of blood acquired by nicking the tail, using a Lifescan glucose meter and Siemens DCA Analyzer, respectively.

### DIGE

Quantitative two-dimensional in-gel electrophoresis (DIGE) was performed as detailed previously [80], [81]. All DIGE methods and results are provided in MIAPE-GE compliant form [82]. Retinas [control, n = 8; diabetic, n = 8; (Experiment 1, Table 1)] were homogenized in lysis buffer, and soluble proteins were purified, quantitated, and labeled with Cy3 and Cy5 dyes as previously described [81]. A normalization pool containing equal protein from each sample, for inclusion on each 2D gel, was labeled with Cy2. 250 µg of unlabeled protein from a representative pool containing equal protein from all samples was used for a preparative/picking gel for mass spectrometry (MS) identification of protein species. First and second dimension separation was performed as previously described [80], [81]. All gels were imaged with a Typhoon 9410 scanner (GE Healthcare) and analyzed using semi-automated DeCyder 6.5 software (GE Healthcare).

For each protein spot, the ratio of background-subtracted sample-specific signal (Cy3 or Cy5 density) to normalization pool signal (Cy2) was calculated. Only protein spots detected on ≥6/8 analytical gels were included in quantitation analysis. One-way ANOVA (p<0.05) and a 1.1-fold change cutoff were used to determine protein spots significantly regulated with diabetes.

### MALDI-ToF/ToF Mass Spectrometry

MALDI-ToF/ToF mass spectrometry was performed as described previously [81], [83]. Spots of interest were excised from the picking gel using a robotic Ettan Spot Picker (GE Healthcare), and gel plugs were subjected to in-gel trypsin digestion and ZipTip (Millipore, Bedford, MA) desalting. Protein identifications were performed by peptide mass fingerprinting (MS and MS/MS) using standard laboratory methods and a Applied Biosystems 4800 Proteomics Analyzer in reflector positive mode [80], [81]. An exclusion list containing autolytic tryptic peptides, human keratin, matrix, and precursor peptides identified in a “blank” gel plug was included as an additional filter. Data interpretation was performed using GPS explorer (v3.6) and database searching was carried out using MASCOT (v2.0.00). Database searches were carried out against the *Rattus* taxonomy of the NCBI database downloaded on Feb 16 2008 (107,758 entries searched). In the final combined MS and MS/MS database searches, identifications required a MASCOT confidence interval ≥95%.

### iTRAQ analysis

8-Plex iTRAQ (Applied Biosystems) sample preparation and labeling were performed according to manufacturer's instructions as previously described [23] with samples from Experiment 1 (Table 1). Following purification by acetone precipitation, 100 µg of retinal protein from each of four control and four diabetic rats was reconstituted in dissolution buffer (0.5 M TEAB, pH 8.5), denatured with 2%SDS, and alkylated/reduced with 5 mM TCEP/20 mM MMTS. Trypsin digestion was conducted overnight at 37°C by incubation with sequencing-grade trypsin prior to labeling with 8-plex iTRAQ reagents. The eight labeled samples were combined and prepared in 10 mM KH_2_PO_4_ for LC-SCX separation. SCX separations were performed on a passivated Waters 600E HPLC system, using a PolySULFOETHYL Aspartamide column (PolyLC, Columbia, MD) prior to reverse phase C18 nanoflow-LC separation performed using a Tempo LC MALDI Spotting System (ABI-MDS/Sciex) and a Chromolith CapRod column (Merck).

MALDI target plates were analyzed in a data-dependent manner on an ABI 4800 MALDI TOF-TOF. Both MS and MS/MS default calibrations were performed using the Applied Biosystems Calibration Mixture 1. MS Spectra were acquired from each sample spot and selected peaks were analyzed by MS/MS with collision-induced decay.

Protein identification and quantitation were performed using the Paragon algorithm as implemented in Protein Pilot 2.0 software (ABI/MDS-Sciex). Database searches were carried out against the *Rattus* subset of the NCBI database downloaded on July 22 2008 (109,096 entries searched) with a concatenated with a reversed “decoy” version. Confident protein identifications required a ProteinPilot Unused Score of at least 1.3 (95% confidence interval) and a Local False Discovery Rate estimation with a decoy database of no higher than 5% using PSPEP software [84].

### Luminex

Retina protein profiling was performed at Rules-Based Medicine (Austin, Texas) using standard Luminex technology [27]. Retinal samples (in triplicate) from Experiment 1 (Table 1) (n = 8/group) were subjected to RodentMap antigen analysis for 59 different circulating proteins. Samples were mixed with capture microspheres, incubated with multiplexed biotinylated reporter antibodies, and developed with streptavadin-phycoerythrin. Analysis was performed in a Luminex 100 instrument, with analytes quantitated using 4 and 5 parameter, weighted and non-weighted curve fitting algorithms included in the data analysis package.

### RNA Isolation

Retina homogenization and RNA isolation was performed by standard Tri Reagent/BCP disruption and phase separation followed by over-night isopropanol precipitation at -20°C, as previously described [14]. After purification using Qiagen RNeasy Mini kit (Qiagen), RNA was assessed for quantity and quality using a NanoDrop ND1000 (Thermo Scientific, Wilmington, DE) and RNA 6000 Nano LabChip with an Agilent 2100 Expert Bioanalyzer (Agilent, Palo Alto, CA), respectively.

### Microarray analysis

Microarray analysis was performed with Illumina RatRef12 microarrays (Illumina, San Diego, CA) according to standard procedures [15] using five control and five diabetic rats from Experiment 2 (Table 1). 500 ng RNA was reverse transcribed to first strand cDNA by incubation with T7 Oligo(dT) primer, 10× First Strand buffer, dNTPs, Rnase inhibitor, and ArrayScript. Second strand cDNA was synthesized with 10× second strand buffer, dNTPs, DNA polymerase and RNase H. Purified cDNA was eluted in nuclease-free water and *in vitro* transcribed to synthesize cRNA by incubation with T7 10× Reaction buffer, T7 Enzyme mix and Biotin-NTP mix. cRNA was purified according to manufacturer's instructions and quantitated using a NanoDrop ND1000 spectrometer. 750 ng of purified cRNA was prepared for hybridization and incubated with RatRef-12 BeadChips prior to washing and staining with streptavadin-Cy3 stained. BeadChips were then dried and subsequently scanned using a BeadStation BeadArray Reader.

After initial quality control of arrays, one array from the diabetic group was removed. GenomeStudio (Illumina) flat files were imported into GeneSpring GX11 (Agilent) software for data analysis. Using the detection p-values initially generated in GenomeStudio, probes were required to have detectable signal (marginal or present calls) in all arrays for at least one of the two groups in the experiment to be included in the subsequent statistical analyses. This filtering eliminates from further analysis transcripts not reliably detected, while retaining genes potentially expressed in only one group (i.e., expressed only in control or only in diabetic). The full complement of microarray data is available in the Gene Expression Omnibus [85], accession # GSE20886.

To determine differential expression, a combination of statistical p value (two-tailed t-test, p<0.05) and fold-change (≥1.2 fold) cutoffs were used in accordance with standards in data analysis [86] and our previously published methods [14], [15]. Differential mRNA expression data were used to generate a heatmap representation of retinal transcriptomic profiles. The heatmap was organized by up- and down-regulated expression segregated by horizontal brackets. Individual animals were clustered by Euclidean distance using K-means with complete linkage hierarchy (vertical brackets).

### Quantitative RT-PCR

Quantitative PCR confirmations were performed as described previously [12], [14] using an 7900HT Sequence Detection System (Applied Biosystems, Foster City, CA), 384-well optical plates, and Assay-On-Demand (Applied Biosystems) gene specific primers and probes (Experiments 3 and 5, n = 8–9/group, Table 1). SDS 2.2.2 software and the 2^−ΔΔCt^ analysis method were used to quantitate relative amounts of product using β-actin as an endogenous control [12]. β-actin levels were determined to be unchanged in an absolute quantitation experiment (data not shown). For a full listing of primer/probe sets see Table S5.

### Immunoblot analysis

Soluble retinal protein was isolated from independent sets of animals (Experiments 3–5, n = 8–10/group, Table 1) by homogenization in 250 µL detergent-based protein lysis buffer (2.5 mM HEPES, 1 mM EDTA, 100 mM NaCl, 1 mM dithiothreitol, 1% Tween 20, 1 mM Na_3_VO_4_, 2 protease inhibitor tablets/15 mL). Insoluble material was removed by centrifugation at 10,000×g for 10 minutes at 4°C. Protein concentrations were determined by Pierce BCA reagent. Samples were separated on Criterion 4–20% gradient gels (Bio-Rad) and transferred to either PVDF or LF-PVDF membranes (GE Healthcare) depending on the manner of subsequent visualization (chemiluminescence or fluorescence). Membranes were incubated with primary and secondary antibodies as described in Table S6. Images were analyzed with ImageQuant TL (GE Healthcare).

### Statistical Analysis

For all immunoblot and qPCR experiments, the data for individual samples were normalized to the respective actin signal. Statistical analyses were conducted using SigmaStat 3.5 software, with two-tailed t-tests for two group comparisons (control vs. diabetic) and one-way ANOVA with pair-wise Student Newman Keuls post-hoc tests for multiple group comparisons.

### Bioinformatic Analysis

Coverage and differential expression between proteomic and transcriptomic approaches were evaluated. Protein accession numbers and gene IDs were converted to gene symbols using Ingenuity Pathway Analysis (IPA) software to eliminate potential redundancy and incomplete mapping of identifiers. Proteins with multiple identifications in a method (e.g., multiple spots with the same protein ID in the DIGE experiment) were compressed to one unique gene symbol. Overlap between Luminex, DIGE, and iTRAQ coverage (i.e., unique detected/identified proteins) was visualized by Venn diagram. Total proteomic coverage (i.e., the union of the three proteomic approaches) was then compared to transcriptomic coverage. Similarly, Venn diagrams were created to illustrate commonalities and differences in differentially regulated species detected by proteomic and transcriptomic methods.

The biophysical properties of detected/identified proteins for each proteomic method (Luminex, DIGE, iTRAQ) were determined. NCBI gi| accession numbers were translated to UniProt/Swiss-Prot accession numbers and imported into the Swiss Institute of Bioinformatics Expert Protein Analysis System (ExPASy) ProtParam tool (http://www.expasy.org). Molecular weights and grand average of hydropathicity (GRAVY) scores were retrieved for each unique protein, and binned according to size (0 kDa to >150 kDa) and score (<−1.0 to >0.4) for comparison of frequency distributions.

## Supporting Information

Figure S1 **Whole-genome gene expression analysis.** Retinal RNA from control (n = 5) and diabetic (n = 4) rats collected after 3 months of hyperglycemia was analyzed by Illumina Rat Ref12 microarray. 11,874 of 22,517 probes on the microarray had detectable signals. The 1,274 probes with significantly different expression between control and diabetic groups (two-tailed t-test, p<0.05, 1.2 fold cut-off), including 583 down-regulated and 691 up-regulated genes, are shown.
(TIF)

Figure S2 **Comparison of biophysical properties of identified proteins.** The biochemical characteristics of proteins identified by the three complementary proteomic methods are illustrated by frequency plots. (**A**) Molecular weight distributions of unique species identified in iTRAQ, DIGE and Luminex approaches are depicted as the percent of the total protein coverage for each method. Proteins identified in iTRAQ and DIGE were similarly distributed across a broad molecular weight range, while the directed Luminex approach provided better coverage of smaller (10–30 kDa) species. (**B**) The relative hydrophobicity/hydrophilicity of proteins identified by the three approaches were compared using grand average of hydropathicity (GRAVY) scores for each protein. All three methods provided broad coverage ranging from hydrophilic (negative score) to hydrophobic (positive score) proteins. A greater percentage of the proteins observed in the iTRAQ analysis were hydrophilic in nature while DIGE or Luminex approaches had a greater percentage of hydrophobic proteins, further demonstrating the complementarity of the three approaches.
(TIF)

Table S1 **Primary data from Luminex analysis**
(XLS)

Table S2 **Primary data from DIGE analysis**
(XLS)

Table S3 **Primary data from iTRAQ analysis**
(XLS)

Table S4 **Differentially expressed genes from transcriptomic analysis**
(XLS)

Table S5 **Primer/probe sets used in qPCR confirmations**
(DOC)

Table S6 **Antibodies used in immunoblot confirmations**
(DOC)

# Supplementary material for: Multi-Modal Proteomic Analysis of Retinal Protein Expression Alterations in a Rat Model of Diabetic Retinopathy
**Source:** PLoS One. 2011 Jan 13;6(1):e16271. doi: 10.1371/journal.pone.0016271
**Supplement:** Table S5 — Primer/probe sets used in qPCR confirmations

Table S5. Primer/Probe Sets

| **TaqMan Target Assay** | **Applied Biosystems Assay ID** |
| --- | --- |
| Actin | Rn00667869_m1 |
| Ceruloplasmin | Rn00561049_m1 |
| Crystallin-Aa | Rn00561064_m1 |
| Crystallin-Ab | Rn00564026_m1 |
| Crystallin-Ba3/A1 | Rn01496018_m1 |
| Crystallin-Bb2 | Rn00564035_m1 |
| FGF-basic | Rn00570809_m1 |
| Galectin-3 | Rn00582910_m1 |
| Stat3 | Rn00562562_m1 |
| Acbp | Rn00821402_g1 |
| Annexin V | Rn00565571_m1 |

# Supplementary material for: Multi-Modal Proteomic Analysis of Retinal Protein Expression Alterations in a Rat Model of Diabetic Retinopathy
**Source:** PLoS One. 2011 Jan 13;6(1):e16271. doi: 10.1371/journal.pone.0016271
**Supplement:** Table S6 — Antibodies used in immunoblot confirmations

| **Protein** | **Vendor** | **Cat#** |
| --- | --- | --- |
| Actin | Chemicon | MAB1501 |
| Ceruloplasmin | Novus | NB600-1348 |
| Crystallin - Aa | SCBT | sc-28306 |
| Crystallin - Ab | Novus | NB120-13496 |
| Crystallin - Ba3/A1 | SCBT | sc-22398 |
| Crystallin Bb2 | SCBT | sc-22409 |
| FGF- basic | BD Biosciences | 610871 |
| galectin 3 (lgals3) | SCBT | sc-19283 |
| STAT3 | BD Biosciences | 610189 |
| Acbp / DBI | SCBT | sc-23474 |
| Annexin V | SCBT | sc-8300 |

Table S6. Antibodies

How the deposited data were processed for this re-analysis (not part of the article)

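The data are transcript measurements of rat retina from Experiment 2, with 5 control rats and 4 rats with streptozotocin-induced diabetes of 3 months. The deposited table of average bead signals gives for each of 22226 probes and each of 9 arrays an intensity on a linear scale and a detection p-value between 0 and 1. The authors wrote these values with GenomeStudio 1.0.6 after scanning RatRef-12 BeadChips. All of the intensities lie above 0, array medians differ, and no normalization between arrays is seen. A second deposited table holds the authors' processed intensity values of the same arrays, which are quantile normalized on a linear scale with no log2 step, as checked from the equal distributions of the 9 arrays. The authors' Table S4 gives a fold change and a p-value per probe, and their Tables S1 to S3 give a ratio of diabetic to control protein level. The first 757 of the 1271 lines of Table S4 could be read, so no overlap or enrichment was computed from it. In the authors' methods, arrays were analyzed in GeneSpring with a t-test at an unadjusted p under 0.05 and a fold of 1.2, and 1 diabetic array was removed in quality control.

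Values were computed in R 4.3.3 with limma 3.58.1 and in Python 3.11.15, and figures were drawn with matplotlib 3.10.9. Background correction used normexp with negative controls inferred from the detection p and an offset of 16, followed by quantile normalization and log2. Probes with a detection p under 0.05 on all arrays of at least 1 group were tested, 10261 in all. A linear model with the group as its term was fitted per probe and its variance moderated by empirical Bayes. Tests were two-sided, with Benjamini-Hochberg adjustment over the tested probes and a threshold of 0.05. The thresholds of the methods were applied to the unadjusted p of the same model. A probe at background in a whole group gets a bound of its fold, not a value. The test of single probes was run on simulated log2 values of the same size, with independent probes and no difference between BeadChips. Background correction, quantile normalization and the detection filter were not simulated, so the shares found do not cover those steps. Of 67 changes of 0.5 on the log2 scale the test found 79.1%, of 67 changes of 1 it found 97.0%, and of 66 changes of 2 it found 100%, with 7 of 10041 unchanged probes called. With no change put in, 0 probes were called.

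Gene symbols are those of the array's annotation. Of its gene identifiers, 13151 were found in the annotation of the rat genome GRCr8, and 0 symbols needed an update. The array holds 12978 genes under a symbol, 7197 of them with a detected probe. Probes with no symbol count in the totals and are not named. Proteins of Tables S1 to S3 were matched to genes by symbol.

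The 28 gene lists cover crystallins, other lens fibre genes, Müller glia stress, resting Müller glia, acute phase, complement, antigen presentation, interferon, microglia, vascular cells, rods, cones, synapses, ganglion cells, inner neurons, pigment epithelium, blood (erythroid), extraocular muscle, immediate early genes, oxidative stress, heat shock, glycolysis, the amino acid response (targets of ATF4), insulin and IGF signaling, oxidative phosphorylation, the targets the study followed up, the genes named in its discussion and ribosomal proteins. The comparisons, the lists, the rule for named genes and the alternatives were fixed before the data were examined. The part of Table S4 that could be read had been seen by then. The lists of crystallins, other lens fibre genes, Müller stress, antigen presentation, interferon, immediate early genes and the amino acid response were written with it in view and are not independent of it. The ribosomal list was drawn by the form of the symbols, and S6 kinases and binding proteins whose symbols share that form were taken out after it was written. Named genes are the targets and discussion genes the paper names, Actb, the changed proteins with a detected transcript, the 12 largest rises and 12 largest falls among called probes whose groups do not overlap and that have a symbol, and the 4 members of each list with the smallest adjusted p. Genes outside this rule are marked as chosen after their values were seen, or stand in a list of all members that did not pass.

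Each list was tested against all other genes by camera with a preset correlation of 0.01 between genes, and adjusted over the lists. Similarity of arrays is the squared Pearson correlation over detected probes on the log2 scale. Clustering used Euclidean distance and complete linkage. Shares of proteins have exact binomial intervals of 95%, and shares of changed transcripts were compared by Fisher's exact test. Correlations of proteins with transcripts were tested by 100000 permutations.

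Alternatives were the authors' processed values, quantile normalization without background correction, median scaling without quantile normalization, an offset of 50, detection p under 0.01, 0.2 or 0.4 or no filter, the test of the methods, the BeadChip as a block, BeadChip 2 alone, a block of equal replicate numbers, the linear scale for correlations of arrays, called probes for clustering, the probe with the smallest p per gene, an estimated correlation in camera, and each array left out in turn. The authors' processed values with the test of the methods, and the correlation over called transcripts without crystallins and lens genes, were added after seeing the data. All 9 deposited arrays were used. Experiments 1, 3, 4 and 5 have no array and are not analysed here.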

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

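The test of whether crystallin genes alone rose and the leaving out of 2 or 3 control retinas were chosen after the result was seen, and the other tests of this part were set beforehand.

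The crystallin and lens fibre lists were higher on average in all 4 diabetic retinas. Their median log2 folds were 3.30 (95% bootstrap interval -0.09 to 4.52) and 1.31 (0.39 to 2.79). The crystallins that rose were 4 of 7, all of them gamma crystallins. With an estimated correlation in camera neither list passed (adjusted p = 0.0633 for both). A difference between the BeadChips as the whole cause of these rises is argued against by BeadChip 2 alone. There the 11 lens genes called over all arrays had a median log2 fold of 3.63 (bootstrap standard error 0.65), and the other lens fibre genes, called or not, one of 1.15 (95% bootstrap interval 0.45 to 2.91). Induction of crystallins alone in retinal cells is argued against by the other lens fibre genes, of which 7 of 11 rose (median 1.31), although part of Table S4 was in view when that list was written. Lens tissue carried over with the diabetic retinas stays a candidate explanation. The fibre genes Mip (log2 fold 0.39, adjusted p = 0.841, limma) and Dnase2b (adjusted p = 0.0725, limma), which it should raise, did not pass. Dnase2b was detected in 1 of 5 control retinas, so its fold is not given. The mean fold of both, 0.49, rests in part on these background values, and its 95% interval from -0.80 to 1.78 is too wide to decide. Cryab (14.08 in control and 14.03 in diabetic retinas, log2) and Cryba1 (14.17 and 14.08), bright in both groups, would hide a small share of lens. Lens transcripts also stood apart in single control retinas. The lens fibre list had a mean of 9.45 in control 2 (others 8.62 to 8.84), and Crygd was at 9.60 in control 4 (others 7.32 to 7.93). Diabetes does not account for that spread, and its cause was not tested. Carried-over lens and a response of the retina to diabetes cannot be told apart with these genes, as all 7 crystallins and 10 of the 11 lens fibre genes were detected in all 5 control retinas, which expression by the retina or lens in the control samples would both give.

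Rod genes fell by a median of -0.18 on the log2 scale. A difference between the BeadChips as the whole cause is argued against by BeadChip 2 alone, where the upper 95% bootstrap bound of the rod median was -0.0689. A lower share of rods and no other change would raise the genes of every other cell type alike. Ganglion cell genes fell, with an upper bound of -0.0831 for their median, so fewer rods alone cannot account for both falls. Whether rods were fewer is not decided by this, as ganglion cell genes can fall for a cause of their own. The bounds treat genes as independent. Among the other lists set for this comparison, cone and inner neuron genes also had medians below 0 (-0.17 and -0.04). Resting Müller glia genes went the other way, with a median of 0.02 (adjusted p = 0.00680 from camera, 0.0633 with an estimated correlation). Synaptic genes, not set for it, had a median of -0.05, and other shifts in the mix of cells were not tested. With median scaling in place of quantile normalization, Nrl, Grk1, Crx, Reep6, Nefm and Stmn3 did not pass. A lower level of rod and ganglion cell transcripts with diabetes may be the cause and remains a hypothesis, as it was found and tested on the same retinas.

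Targets of ATF4, genes of the amino acid response, fell by a median of -0.20 on the log2 scale (95% bootstrap interval -0.33 to -0.11). Within BeadChip 2 the median was -0.15 (interval -0.25 to -0.0578). The interval treats genes as independent and leaves out the spread between retinas. Of the 2 controls there, control 4 had a list mean of 9.67, above the diabetic retinas (9.22 to 9.56). Control 5, at 9.36, lay within their range, so BeadChip 2 cannot decide on a difference between the BeadChips. The set call from camera ended there (adjusted p = 0.197) and with the BeadChip as a block (0.157), for a cause that was not tested. A single control retina with a high response is argued against by the leave-out test, in which at least 77.2% of the median was kept, the smallest share without control 1. A few such retinas are not excluded, since 11.6% of the median was kept without controls 1, 2 and 4, although leaving out the highest 3 of 5 lowers any such difference. An effect of diabetes on this response may explain the fall and stays open.

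Gene lists for which the paper reports no array result stood out with a 95% bootstrap interval of the median log2 fold away from 0 and a set test past its threshold. They are other lens fibre genes (1.31), Müller stress (0.80), complement (0.46), antigen presentation (0.18), interferon (0.28), microglia (0.11), immediate early genes (0.16), ribosomal proteins (0.14), rods (-0.18), ganglion cells (-0.26) and ATF4 targets (-0.20). With a correlation estimated in camera, Müller stress was called (adjusted p = 0.0311) and the other 10 were not (adjusted p from 0.0633 to 0.0892, and 0.497 for ATF4 targets).

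A retina far from the others of its group was sought in 128 groups, each a named gene or list among the control or the diabetic retinas. It was found in 11, where chance gives about 1 in 20, or 6.4. The values are the gap of that retina to its nearest neighbor over the range of the group, beside log2 intensities. Crygd in control 4 was at 9.60, with the others at 7.32 to 7.93 (0.733). Hspb1 in control 2 was at 8.87, with the others at 7.68 to 7.99 (0.734). Daglb in diabetic retina 2 was at 10.03, with the others at 9.71 to 9.75 (0.856), and Oser1 in diabetic retina 1 was at 8.06, with the others at 8.54 to 8.61 (0.879). Among list means, lens fibre genes in control 2 were at 9.45, with the others at 8.62 to 8.84 (0.733). In control 5, microglial genes were at 7.76, with the others at 7.66 to 7.69 (0.720), and vascular genes at 7.84, with the others at 7.80 to 7.81 (0.748). Diabetic retina 1 had vascular genes at 7.87, with the others at 7.93 (0.911), and pigment epithelium genes at 8.42, with the others at 7.39 to 7.48 (0.913). Synaptic genes in diabetic retina 3 were at 9.57, with the others at 9.66 to 9.68 (0.862). Inner neuron genes in diabetic retina 4 were at 9.22, with the others at 9.13 (0.939).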

How the results depend on the processing

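The authors' processed values with the test of the methods, and the called transcripts without crystallins and lens genes, were chosen after the data were seen, and the other alternatives were set beforehand. Of the values that answer a comparison, 540 kept their direction and their side of the threshold, or moved little, over the alternatives that keep all arrays, and 365 in the sets without 1 array. Among single genes, these numbers were 1602 and 1178, while 292 and 117 were no longer past the threshold, 6 and 9 came past it and 9 and 19 reversed. For the changes listed here the cause was not tested. Faint probes are limited by their signal over background, and within BeadChip 2 the tests rest on 6 arrays. No alternative was left out.

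With the authors' processed values, the lowest r² among control retinas was 0.983 and the direction of the glycolysis list reversed (adjusted p = 0.888), and without background correction these were 0.983 and 0.876. Median scaling gave a lowest diabetic r² of 0.959, 77 probes at the adjusted p (67 higher, 10 lower, 75 of them among the 954), 232 lower probes at the thresholds of the methods, 3 retinas outside their cluster, 0 changed proteins with a changed transcript at the adjusted p from limma, a reversed glycolysis list (adjusted p = 0.632) and reversed folds of Gnb1 (0.00838) and Ldha (0.0309). At a detection p under 0.2 and 0.4, 89.9% and 93.7% of proteins had a detected transcript, and at 0.4 the lowest r² was 0.989 (control) and 0.980 (diabetic) and oxidative phosphorylation passed (adjusted p = 0.0326). With no filter, 22226 probes and 100% of proteins counted, the lowest r² was 0.991 and 0.983, 578 probes passed the adjusted p (226 lower), and synapses (adjusted p = 0.0225) and oxidative phosphorylation (adjusted p = 0.0125) passed. On the linear scale the lowest r² was 0.977 and 0.961.

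The test of the methods gave 535 probes at the adjusted p (323 higher, 212 lower), and with the authors' processed values 610 (242 lower). With the BeadChip as a block, 179 probes passed (126 higher, 53 lower), 1 changed protein at the adjusted p and 3 at the thresholds of the methods. ATF4 targets did not pass (adjusted p = 0.157), and the glycolysis list (adjusted p = 0.647) and the folds of Cops2 (-0.000236), Gnb1 (0.00674) and Rcn2 (-0.0560) reversed. Within BeadChip 2 the folds were the same, with 11 probes (8 higher, 3 lower), 1 and 3 changed proteins, ATF4 targets at an adjusted p of 0.197 and glycolysis at 0.714. The replicate numbers do not pair the retinas (correlations of the same number -0.08, 0.16, -0.07 and 0.15), and with them as a block 257 probes passed (156 higher, 101 lower, 228 among the 954), 2 changed proteins passed, and the heat shock list (adjusted p = 0.838) and the fold of Npm1 (-0.00446) reversed.

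With an estimated correlation in camera, 1 list, Müller stress, was called. The adjusted p was 0.0633 for crystallins, other lens fibre genes, resting Müller glia, antigen presentation, microglia, vascular and ganglion cells, immediate early genes and ribosomal proteins. It was 0.0536 for acute phase genes and the targets followed up, 0.0649 for complement and oxidative stress, 0.0892 for interferon, 0.0825 for rods and 0.497 for ATF4 targets.

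In the sets without 1 array, counts at the adjusted p ran from 473 to 1020 (higher 285 to 509, lower 188 to 512), being 625, 537, 473 and 612 without controls 1, 3, 4 and 5 and 499 without diabetic retina 3. The lowest diabetic r² ran from 0.975 to 0.984. Adjusted p ran from 0.000328 to 0.0830 for ATF4 targets, the highest without diabetic retina 4, from 0.0129 to 0.411 for oxidative phosphorylation and from 0.0457 to 0.303 for synapses, both lowest without diabetic retina 1. It ran from 0.219 to 0.944 for glycolysis, 0.172 to 0.968 for the pigment epithelium and 0.301 to 0.899 for heat shock, whose directions reversed. Pearson's r of the changed proteins ran from 0.206 to 0.347 and passed without control 2 (0.347) and diabetic retina 4 (0.343). Folds that reversed ran from -0.0793 to 0.0210 for Snap91, -0.0465 to 0.0837 for Cops2, -0.117 to 0.00493 for Ldha, -0.0361 to 0.110 for Npm1, -0.0485 to 0.126 for Rcn2, -0.108 to 0.158 for Hspa5, -0.0441 to 0.288 for Krt8, -0.177 to 0.258 for Eprs1 and -0.0387 to 0.0251 for Gnb1.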

Differences from the paper's values

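The values of the paper are those of its results section and of the part of Table S4 that was read. The authors' processed values with the test of the methods were chosen after the values were seen. A value is taken as within the error of the paper's where it differs by no more than the SD over the pairs of the group for r², and by no more than the larger SD of the 2 groups for a log2 fold.

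The paper states that r² was above 0.989 between control retinas, where the lowest value here was 0.987. Of the alternatives set before the data were examined, detection p under 0.2 (0.988), detection p under 0.4 (0.989) and the set without control 2 (0.988) come within the error of the paper's value. No filter on detection (0.991) lies above it, and the authors' processed values (0.983), quantile normalization without background correction, median scaling, an offset of 50, detection p under 0.01, the linear scale (0.977) and the sets without any other array lie below it. For diabetic retinas the paper's value is 0.982, and the lowest here was 0.975. Detection p under 0.2 (0.978), detection p under 0.4 (0.980), no filter (0.983) and the set without diabetic retina 1 (0.984) come within its error, and the other alternatives, among them the authors' processed values (0.974), do not.

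The paper's results section gives 583 probes as higher and 691 as lower, and the legend of Figure S1 the reverse. The part of Table S4 that was read holds 689 lines with a rise, more than 583, so the order of the legend is the one that Table S4 gives. Beside the legend, the 569 higher and 458 lower probes here lie within 1.5 times the paper's counts, and beside the results section the 458 do not. Of the alternatives set before the data were examined, median scaling (232 lower), an offset of 50 (388), BeadChip 2 alone (372) and the set without diabetic retina 3 (384) lie outside 1.5 times the 583 of the legend, and the others lie within it. The 691 of the results section is reached to within 1.5 times by the authors' processed values (584), quantile normalization without background correction (574), detection p under 0.01 (461) and the sets without control 2 (473), diabetic retina 2 (596) and diabetic retina 4 (553), and by no other.

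In Table S4 the paper's log2 fold is 0.78 for Anxa5, 0.77 for Icam1 and -0.58 for Vegfa, and those here were 0.50, 0.37 and -0.33. The authors' processed values give 0.77, 0.77 and -0.59 and quantile normalization without background correction gives 0.77, 0.77 and -0.59, both within the error of the paper's values, and the other alternatives set before the data were examined do not reach it. For Actb the paper's log2 fold is 0.36 and that here was 0.18, which did not pass the test of limma (adjusted p = 0.154, larger SD 0.15). The BeadChip as a block and BeadChip 2 alone (0.25) and the set without control 1 (0.21) come within the error of the paper's value, and the other alternatives do not. For the other genes of Table S4 that are named here, such as Crygd, Lgals3, Cp, Stat3 and Drd4, the log2 folds do not differ by this measure.

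The paper names Fgf2 as a target of the arrays that was higher. Its log2 fold here was 0.31 (unadjusted p = 0.0655), which does not pass the thresholds of the methods. It does pass them with the authors' processed values (log2 0.57, unadjusted p = 0.0259), with quantile normalization without background correction (0.57, 0.0258), with median scaling (0.33, 0.0388), with the block of replicate numbers (0.40, 0.00803), without control 5 (0.40, 0.0199) and without diabetic retina 3 (0.42, 0.0198). It does not with the test of the methods (unadjusted p = 0.0976), nor with the authors' processed values under that test (0.57, 0.0899), a setting chosen after the values were seen, nor with the other alternatives. Stat3, Cp and Lgals3, which the paper also names as higher, were higher here at the adjusted p.

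The paper gives Dbi and Anxa5 as proteins whose transcripts did not change, by qPCR of Experiment 3. On the arrays of Experiment 2, which are other rats, their transcripts rose by 0.41 and 0.50 on the log2 scale (adjusted p = 0.00235 and 0.0103, limma, higher in 4 of 4 diabetic retinas, n = 4, over the alternatives 0.00198 to 0.0849 and 0.00139 to 0.171). For Cryab and Cryba1, also given as not changed, the arrays gave -0.05 and -0.09, which did not pass. Both lie near the top of the range of the arrays, where a rise may not show. In Experiment 5 the paper gives a rise of Dbi and Anxa5 transcripts with diabetes, the direction found here.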

Other observations

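The tests of other splits of the retinas were set beforehand, and those within BeadChip 2 were chosen after the result was seen. Immediate early genes, which cells switch on within minutes of a stimulus, rose in the diabetic retinas. Of 17 measured, 9 were higher and none lower (9 higher and 1 lower when adjusted over the list alone), with a median log2 fold of 0.16 (adjusted p = 3.39e-06 from camera, with adjusted p = 0.0633 with an estimated correlation and a range from 1.48e-07 to 0.0633 over the alternatives). Ier3, a gene induced by stress, rose by 0.75 (standard error 0.08, adjusted p = 0.00276) on the log2 scale and Junb, a subunit of AP-1, by 0.67 (standard error 0.10, adjusted p = 0.00796), both in 4 of 4 diabetic retinas. Of 25 genes of oxidative stress, 7 were higher (7 when adjusted over the list alone), with a median of 0.15 (adjusted p = 8.9e-05 from camera, with adjusted p = 0.0649 with an estimated correlation and a range from 3.78e-05 to 0.0649 over the alternatives), among them Ftl1, the ferritin light chain, by 0.95 (standard error 0.18, adjusted p = 0.0163). Ribosomal protein genes rose by a small amount, 12 of 59 higher and 1 lower (20 and 1 when adjusted over the list alone), with a median of 0.14 (adjusted p = 1.05e-08 from camera, with adjusted p = 0.0633 with an estimated correlation and a range from 3.01e-11 to 0.0633 over the alternatives). Rpl22 rose by 0.41 (standard error 0.05, adjusted p = 0.00412) and Rps3 by 0.37 (standard error 0.07, adjusted p = 0.0136). Of 28 targets of ATF4, genes of the response to amino acid shortage, 4 were lower and none higher (6 when adjusted over the list alone), with a median of -0.20 (adjusted p = 0.00977 from camera, with adjusted p = 0.497 with an estimated correlation and a range from 6.3e-06 to 0.497 over the alternatives). Trib3, a pseudokinase induced by ATF4, fell by 0.79 (standard error 0.15, adjusted p = 0.0173). The mean of each of these lists lay on this side of the control mean in 4 of 4 diabetic retinas. For ATF4 targets the groups overlap, with diabetic retina 2 at a list mean of 9.56, above controls 3 (9.49) and 5 (9.36). The lists of immediate early genes and ATF4 targets were written with part of Table S4 in view and are not independent evidence of their direction.

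Single arrays and the BeadChip matter for these counts. With a block for the BeadChip, 1 immediate early gene (Ier3), 1 oxidative stress gene (Mgst1), 3 ribosomal and 0 ATF4 genes passed, and within BeadChip 2 none did. With median scaling Ier3, Ftl1, Rpl22, Rps3 and Trib3 did not pass (adjusted p = 0.142 for Ier3, 0.139 for Rpl22 and 0.0967 for Rps3, from 0.000375, 0.00355 and 0.0109 over their alternatives). In the sets without 1 array, the ribosomal count was 6 without control 3 or 4 and 5 without control 5 or diabetic retina 3. The count of ATF4 targets was 1 without control 1, 3 or 4 or diabetic retina 1 or 4, 2 without control 2 or diabetic retina 3 and 7 without diabetic retina 2.

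Other lists did not pass the set test. Oxidative phosphorylation had 6 of 25 genes lower (6 when adjusted over the list alone), with a median of -0.05 (adjusted p = 0.0905 from camera), and the count was 2 without control 3, 4 or 5 or diabetic retina 1 or 3, 3 without control 1 or diabetic retina 2 and 0 with the BeadChip as a block or within BeadChip 2. Glycolysis had 2 of 22 genes higher, Txnip and Pdha1, and 1 lower, Pdhb (2 and 1 when adjusted over the list alone), with a median of -0.08, a mean of 0.03 and a set test in the direction of a fall (adjusted p = 0.930), and its median was 0.00 with median scaling. Heat shock genes had 2 of 13 higher, Hspb1 and Hspa2 (2 higher and 1 lower when adjusted over the list alone), with a median of -0.06, a mean of 0.26 and a set test in the direction of a rise (adjusted p = 0.690). Insulin and IGF signaling had 1 of 11 higher, Igfbp2 (1 when adjusted over the list alone), with a median of 0.00 (adjusted p = 0.727), and its call held without control 3 or diabetic retina 4 and ended without any other array (adjusted p from 0.0774 to 0.0921). Of cells that a retinal sample might also hold, the pigment epithelium had 0 of 6 genes called by limma (0 when adjusted over the list alone and 0 at an unadjusted p under 0.05), with a median of -0.17 (adjusted p = 0.840, range 0.172 to 0.968 over alternatives). Blood likewise had 0 of 6 by limma (0 when adjusted over the list alone and 0 at an unadjusted p under 0.05), with a median of -0.23 (adjusted p = 0.727). Extraocular muscle had 1 of 12 higher, Tnnt2, and 1 lower, Myh7 (1 and 2 when adjusted over the list alone), with a median of 0.00 (adjusted p = 0.670). The call of Tnnt2 ended without control 1, 2, 3 or 4 or diabetic retina 4 (adjusted p from 0.0598 to 0.0755). Under the block for the BeadChip, 1 glycolysis and 2 heat shock genes were higher, 1 extraocular muscle gene was lower and 0 of insulin and IGF signaling passed, and within BeadChip 2 each count was 0.

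Of the genes that the discussion of the paper names, Icam1, an adhesion molecule of endothelium, rose by 0.37 (standard error 0.07, adjusted p = 0.0189) and Vegfa, a growth factor of vessels, fell by 0.33 (standard error 0.08, adjusted p = 0.0401), each in 4 of 4 diabetic retinas. As a pair they had a median of 0.02 (1 higher and 1 lower when adjusted over the list alone, adjusted p = 0.748 from camera). The call of Icam1 ended without control 4 (adjusted p = 0.0526) and diabetic retina 3 (0.0534), in a range from 0.00185 to 0.256. That of Vegfa ended without control 1 (0.0764), 3 (0.0570) or 4 (0.0943) and without diabetic retina 1 (0.0615), 3 (0.102) or 4 (0.0825), in a range from 0.00875 to 0.342. With the BeadChip as a block or within BeadChip 2, neither Icam1 nor Vegfa passed.

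Of 126 splits of the 9 retinas into 5 and 4, 100 were drawn, the real one included. The real split called 954 probes at the adjusted p and the highest of the others 3, so that 1 of 100 splits had a count as large. At the thresholds of the methods it gave 1027 against 677, again 1 of 100. For both counts chance can be excluded among splits that exchange retinas freely between the BeadChips. For gene lists the real split called 17, as did another split with 4 control retinas in the group of 4, the highest of the others, so that 2 of 100 had a count as large. A further 10 splits called 1 or 2 lists fewer, and of these 11 splits 10 either exchange 1 diabetic retina for a control retina or set 4 control retinas against the rest.

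BeadChip 1 holds control retinas alone, which free exchange leaves aside. The splits of the 6 retinas of BeadChip 2 number 15, too few for a share under 0.05. With the BeadChip as a block, the real one called 179 probes at the adjusted p and the highest of the others 1, and 964 against 891 at the thresholds of the methods. It called 16 lists, and another called 19. With an estimated correlation 1 list was called over all arrays, so the number of lists called is not taken as beyond chance. Within BeadChip 2 alone, 11 probes passed the adjusted p.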
